# Identification of an adipose tissue-resident pro-preadipocyte population

**DOI:** 10.1016/j.celrep.2023.112440

**Published:** 2023-04-27

**Authors:** Min Chen, Soochi Kim, Liang Li, Sourav Chattopadhyay, Thomas A. Rando, Brian J. Feldman

## Abstract

Elucidating the transitional stages that define the pathway stem cells progress through during differentiation advances our understanding of biology and fosters the identification of therapeutic opportunities. However, distinguishing progenitor cells from other cell types and placing them in an epistatic pathway is challenging. This is exemplified in the adipocyte lineage, where the stromal vascular fraction (SVF) from adipose tissue is enriched for progenitor cells but also contains heterogeneous populations of cells. Single-cell RNA sequencing (scRNA-seq) has begun to facilitate the deconvolution of cell types in the SVF, and a hierarchical structure is emerging. Here, we use scRNA-seq to discover a population of CD31^−^ CD45^−^ cells in the SVF that are distinguished by a specific expression profile. Further, we place this population on an epistatic pathway upstream of the previously defined preadipocyte population. Finally, we discover functional properties of this population with broad implications, including revealing physiological mechanisms that regulate adipogenesis.

## In brief

Chen et al. identify a distinct population of adipose progenitor cells, which is upstream in an epistatic pathway with preadipocytes, in white adipose tissue. Using both primary mouse and human adipose cells, they reveal that *Noct* is a defining marker with functional effects on these cells, which they term pro-preadipocytes.

## INTRODUCTION

Mature adipocytes have diverse and critical roles in systemic physiology and are implicated in the pathogenesis of diseases, including obesity and diabetes.^1,2^ Furthermore, regulation of the formation of new adipocytes (adipogenesis) is responsive to systemic signals, including changes in diet and hormone levels, and dysfunctional adipogenesis leads to disease.^3^ In addition to medical and physiological implications, adipogenesis also provides a relevant system to elucidate basic mechanisms of stem cell biology.^4^ Importantly, a significant amount of adipogenesis occurs postnatally, facilitating observation and study of the process at the cellular and molecular levels in primary cells.^5–7^ In addition, adipocyte precursor cells reside in the adipose tissue depots themselves, making isolation and investigation of primary adipocyte precursor cells feasible.^8,9^

Adipogenesis can be induced in tissue culture in either primary precursor cells or surrogate model cell lines with differentiation potential.^10^ The ease with which induction of adipogenesis can be achieved in tissue culture has led to significant advances in our understanding of the molecular cascade that directs this process.^11^ However, it could be argued that the simplicity with which surrogate cell lines can be induced to undergo adipogenesis has delayed advancing our understanding of bona fide adipocyte progenitor cell biology. Historically, attempts at progress in this area have focused on using primary stromal vascular fractions (SVFs) isolated from adipose depots, which are enriched in progenitor cells that can be induced to undergo adipogenesis. However, the SVF is heterogeneous and likely contains multiple distinct types of adipocyte progenitor populations.^12^ Studies using defined surface markers have refined our definitions of more homogeneous subpopulations of cells isolated from the SVF that meet stricter definitions of progenitor cells, notably advancing the field.^13^ More recently, the application of next-generation single-cell RNA sequencing (scRNA-seq) has revealed important details and a hierarchy of different progenitor populations that exist within the SVF.^14–16^

Here, we report the results of scRNA-seq of CD31^−^ CD45^−^ cells isolated from SVF. Using stringent bioinformatical gates, we elucidate subpopulations within the SVF that had not been previously distinguished. Further, we reveal that an ICAM1^+^ CD44^high^ population of cells precedes an ICAM^+^ CD44^low^ population during adipogenesis. We found that this ICAM1^+^ CD44^high^ population has low PPARγ signaling but is composed of cells in a necessary transitional state in the adipogenesis process. We introduce the term “pro-preadipocyte” to describe this population to recognize that our findings support that this population is required and precedes the preadipocyte population in an epistatic adipogenesis pathway.

## RESULTS

### Identification of a distinct subpopulation of adipocyte progenitor cells

Continued improvements in scRNA-seq technology enable more detailed insights into the adipocyte progenitor populations.^17^ 

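Cells without the endothelial marker CD31 and the leukocyte marker CD45 were sorted from the stromal vascular fraction of 3 male wild-type mice aged 8 weeks. This fraction is what remains of collagenase-digested fat once the floating adipocytes are taken off. Each mouse gave 1 droplet library of single cells, and all libraries belong to 1 condition, so no groups of mice were compared. The authors demultiplexed and aligned the reads and called cells with Cell Ranger. They deposited the number of unique molecular identifiers (UMIs) counted for each gene in each cell barcode, without normalization. Neither the paper's text nor the file headers name the genome build behind these counts. The libraries held 13698, 6872 and 16220 barcodes with 95899433, 79801002 and 100846072 UMIs in mice 1, 2 and 3. These totals are UMIs, while the depth in the paper's methods is a target in reads, which the files do not contain. Cells with more than 500 detected genes and less than 5% mitochondrial UMIs were kept, as in the paper's methods, and this left 12984, 6414 and 15179 cells. The kept cells had a median of 7392.5, 12192.5 and 6667 UMIs and of 2531, 3179.5 and 2315 genes. Doublets were not removed. The X-inactivation transcript Xist stayed at 0.125, 0.125 and 0.178 CPM (counts relative to the library's total), against 204, 177 and 241 CPM for the Y-linked gene Ddx3y. Counts were scaled to 10000 per cell and log-transformed in Seurat. The 2000 most variable genes were selected, and the genes to be tested were removed from among them, so that clusters were built without those genes. The number of genes, the mitochondrial percentage and the cell cycle scores were regressed out. The mice were aligned with reciprocal principal component integration on 30 components, a step that the paper's text does not name, and clustered at a resolution of 0.35. Clusters with less than 0.5% of the kept cells were set aside. The others were named from marker genes chosen before the data were examined, with the ending "-like". Cells of one mouse are not independent replicates, so the counts of each cluster or class of cells were summed within each mouse. The sums were compared with edgeR's quasi-likelihood test, with TMM normalization and the mouse as a block. CPM given with an SD were also scaled by the TMM factors of their own fit.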

To take advantage of these advances, we performed scRNA-seq of CD31^−^ CD45^−^ cells within the SVF from subcutaneous inguinal adipose depots (Figures S1A and S1B). 

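At a resolution of 0.35, 12 clusters each held at least 0.5% of the kept cells. Of these, 5 were named adipocyte stem cell-like (ASC-like), 3 preadipocyte-like (PreA-like) and 2 adipocyte regulatory cell-like (Areg-like). The other two stayed unnamed. Dpp4, Cd55, Icam1, Fabp4, F3 and Clec11a were used neither to build nor to name the clusters. One ASC-like cluster was led by the stress-response genes Nr4a3, Fosl1 and Nr4a2 and another by the interferon-response genes Rsad2, Ifit3, Ifit1 and Isg15. Gene positions are those of the GENCODE annotation of GRCm38, in which 32158 of the gene identifiers of the count files were found. Dpp4 (ENSMUSG00000035000) lies on chromosome 2 from 62330073 to 62412231. It was at 799 ± 272 CPM (SD, n = 3 mice) in ASC-like cells and 91.6 ± 50.3 CPM in PreA-like cells. The log2 fold change was 3.24 (standard error 0.124, adjusted p = 2.92e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 13638 genes). Cd55 (ENSMUSG00000026399, chromosome 1, 130439027 to 130462744) was higher in ASC-like than in PreA-like cells by 2.65 on the log2 scale (standard error 0.0999, adjusted p = 2.67e-10 from the same test). Icam1 (ENSMUSG00000037405, chromosome 9, 21015985 to 21028817) was at 362 ± 96.7 CPM in PreA-like cells and 30.0 ± 9.86 CPM in ASC-like cells. Its log2 fold change was 3.61 (standard error 0.0758, adjusted p = 8.57e-12, edgeR). Fabp4 (ENSMUSG00000062515, chromosome 3, 10204088 to 10208576) was at 812 ± 22.4 CPM in PreA-like cells and 22.1 ± 6.27 CPM in ASC-like cells, a log2 fold change of 5.24. Clec11a (ENSMUSG00000004473, chromosome 7, 44302687 to 44306902) was at 198 ± 51.0 CPM in Areg-like cells and 9.67 ± 3.2 CPM in PreA-like cells, a log2 fold change of 4.39. The smallest difference was that of F3 (ENSMUSG00000028128, chromosome 3, 121723537 to 121735048), with 220 ± 84.9 CPM in Areg-like and 64.7 ± 26.3 CPM in PreA-like cells. Its log2 fold change was 1.80 (standard error 0.242, adjusted p = 9.58e-05, edgeR), and it ranged from 1.38 to 2.11 with each mouse left out in turn. All 6 genes differed at an adjusted p under 0.05 over all genes tested, and also when adjusted over the list alone. Areg-like cells had a lower Icam1 level, 199 ± 56.9 CPM, than PreA-like cells.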

When we applied similar bioinformatical analysis parameters to these data as others used,^14^ we verified our ability to detect previously described subpopulations of cells, including Dpp4^+^ adipocyte stem cells (ASCs), adipocyte regulatory cells (Aregs), and Icam1^+^ preadipocytes (PreAs) (Figures 1A and 1B). These results were reproducible across 3 biological replicates, validating our scRNA-seq datasets (Figure S1C). 

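The class shares were computed in each mouse. ASC-like cells made up 48.8% of the kept cells of mouse 1 (95% exact Clopper-Pearson interval 47.9 to 49.7), 44.2% of mouse 2 (43.0 to 45.5) and 54.9% of mouse 3 (54.1 to 55.6). Across mice the share was 49.3% ± 5.33 (SD, n = 3 mice). PreA-like cells made up 31.8% (31.0 to 32.6), 31.3% (30.1 to 32.4) and 21.1% (20.5 to 21.8), or 28.1% ± 6.01. Areg-like cells made up 9.74% (9.23 to 10.3), 14.6% (13.8 to 15.5) and 13.2% (12.6 to 13.7), or 12.5% ± 2.51. The intervals cover counting error only, and the mice differed by more than that. Each of the 12 clusters held cells of all mice, but not in like numbers. The most uneven clusters were an ASC-like one with 3 cells in mouse 2 and a PreA-like one that drew 86.4% of its cells from mouse 1. Pearson's r between the summed log2 CPM of 2 mice was 0.994 for mice 1 and 2, 0.997 for mice 1 and 3 and 0.993 for mice 2 and 3. These correlations run across 16552 to 16810 genes, which are not independent replicates. Among the alternatives tried, merging the mice without integration moved a class share the most, to a mean of 57.8% for ASC-like cells.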

Of note, by increasing the resolution parameter in the analysis of our sequencing runs, we were intrigued that our studies also elucidated previously undescribed populations that separate the Icam1^+^ PreA subcluster into two distinct populations. Specifically, this analysis revealed that the previously described Icam1^+^ cluster^14^ segregates into two populations with distinct expression profiles, with the expression levels CD44, Nocturnin (Noct), thioredoxin-interacting protein (Txnip), G0/G1 switch 2 (G0s2), pentraxin 3 (Ptx3), and metallothionein 2 (Mt2) appearing as the most robust markers of these distinct subpopulations (Figures 1C–1F).

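The number of clusters was counted as the resolution parameter rose from 0.1 to 1 in steps of 0.05. From 0.1 to 0.2, 1 cluster was PreA-like. At 0.25 and 0.3, 2 clusters were PreA-like, from 0.35 to 0.45 there were 3, and 5 were found from 0.65 on. The PreA-like clusters together held between 26.7% and 28.6% of the kept cells at every step. Of the 9408 cells that were PreA-like at 0.1, between 97.9% and 99.8% were PreA-like at each later step, and between 94.7% and 99.9% of the PreA-like cells of each later step were among them, so the added clusters came mostly from dividing these cells. At a resolution of 0.35, the largest PreA-like clusters held 6027 and 2922 cells, and the third held 390 cells. Of the largest ones, the cluster with more Cd44 is called CD44high and the other CD44low. Among the genes that lead the CD44high cluster are the chemokine gene Cxcl9 and the sterol synthesis genes Idi1, Sqle, Hmgcs1 and Cyp51. CD44high cells were 27.3% of the PreA-like cells of mouse 1 (95% exact interval 25.9 to 28.7), 33.5% of mouse 2 (31.4 to 35.6) and 35.1% of mouse 3 (33.4 to 36.8). The mean was 31.9% ± 4.13 (SD, n = 3 mice). Depth per cell did not separate the clusters. CD44high cells had a median of 7926, 12702.5 and 7068 UMIs in mice 1, 2 and 3, and CD44low cells 7783, 13024.5 and 7407. The share depended on the processing. It was 41.7% with no covariates regressed out. When the mice were merged without integration, the same rule picked a small cluster as CD44high, with a mean of 3.67% of the PreA-like cells. The share was then 9.52%, 0.584% and 0.922% in mice 1, 2 and 3.

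**Figure D1:**
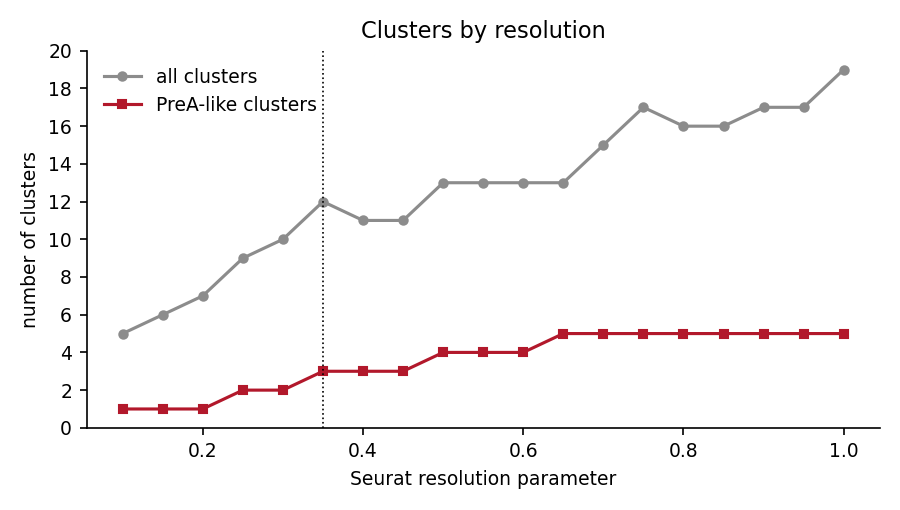
Number of clusters with at least 0.5% of the kept cells (vertical axis) against the Seurat resolution parameter (horizontal axis), for all clusters (grey circles) and PreA-like clusters (red squares). The dotted line marks the resolution of 0.35, where 3 of the 12 clusters were PreA-like.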

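The sums of CD44high and CD44low cells were compared over 12007 genes. Cd44 (ENSMUSG00000005087, chromosome 2, 102811141 to 102901665) was at 160 ± 29.4 CPM (SD, n = 3 mice) in CD44high and 48.6 ± 13.5 CPM in CD44low. Cd44 decided which cluster was called CD44high, so its direction is not a result. Areg-like cells, which are outside this comparison and were scaled in the fit of the classes, had 120 ± 29.1 CPM of Cd44. Noct (ENSMUSG00000023087, chromosome 3, 51224447 to 51251644), which overlaps Gm38357 on the same strand, was at 213 ± 23.0 CPM in CD44high and 52.6 ± 27.8 CPM in CD44low. The log2 fold change was 2.13 (standard error 0.258, adjusted p = 0.000624 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ptx3 (ENSMUSG00000027832, chromosome 3, 66219910 to 66225805) was at 2104 ± 355 CPM in CD44high and 334 ± 169 CPM in CD44low. Its log2 fold change was 2.77 (standard error 0.278, adjusted p = 0.000245, edgeR). Mt2 (ENSMUSG00000031762, chromosome 8, 94172664 to 94173568) was at 2591 ± 1238 CPM and 607 ± 144 CPM, a log2 fold change of 2.00 (standard error 0.236, adjusted p = 0.000561, edgeR). Txnip (ENSMUSG00000038393, chromosome 3, 96557957 to 96561883) was lower in CD44high, at 294 ± 51.3 CPM against 1212 ± 95.1 CPM, a log2 fold change of -2.05 (standard error 0.121, adjusted p = 1.44e-05, edgeR). G0s2 (ENSMUSG00000009633, chromosome 1, 193272161 to 193273217) was at 107 ± 32.4 CPM and 266 ± 88.0 CPM, a log2 fold change of -1.31 (standard error 0.156, adjusted p = 0.000585, edgeR). Each of the 5 genes other than Cd44 went the same way in every mouse, and all were past an adjusted p of 0.05 when adjusted over the list alone. When the mice were merged without integration, another pair of clusters was compared and Ptx3 moved to -0.18.
Of the 10831 tested genes that were not used for clustering, 3016 changed at an adjusted p under 0.05, 1599 of them higher and 1417 lower in CD44high. With library size in place of TMM normalization, 4176 changed, 737 higher and 3439 lower. Among genes outside the lists of the paper, with a mean of at least 50 CPM and the same sign in each mouse, the largest rises were those of B4galt5 (log2 fold change 1.90), Tuba1c (1.78), Ets2 (1.65), Bcl3 (1.54) and Tubb6 (1.48). Among the 5 largest falls were those of Mat2b (-0.95), Hoxc8 (-0.73), Cxxc5 (-0.67) and Tsc22d4 (-0.67). Tuba1c has near-identical paralogs, and Hoxc8 and Cxxc5 overlap Hoxc5 and AC141471.2 on the same strand, so reads of these genes could have been split or lost in counting. B4galt5 (ENSMUSG00000017929, chromosome 2, 167298444 to 167349183) was at 67.2 ± 19.2 CPM in CD44high and 17.6 ± 3.60 CPM in CD44low (standard error 0.171, adjusted p = 0.000133, edgeR). Mat2b (ENSMUSG00000042032, chromosome 11, 40679314 to 40695203) was at 34.6 ± 7.28 CPM and 66.6 ± 4.76 CPM (standard error 0.127, adjusted p = 0.00101, edgeR). From its own clustering at a raised resolution, the paper concludes that the Icam1+ cluster holds a pair of distinct populations. Cd44, Noct, Ptx3, Mt2, Txnip and G0s2 appeared there as the strongest markers. The paper's text sets Cd44, Noct, Ptx3 and Mt2 against Txnip and G0s2 from qRT-PCR on sorted cells.

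**Figure D2:**
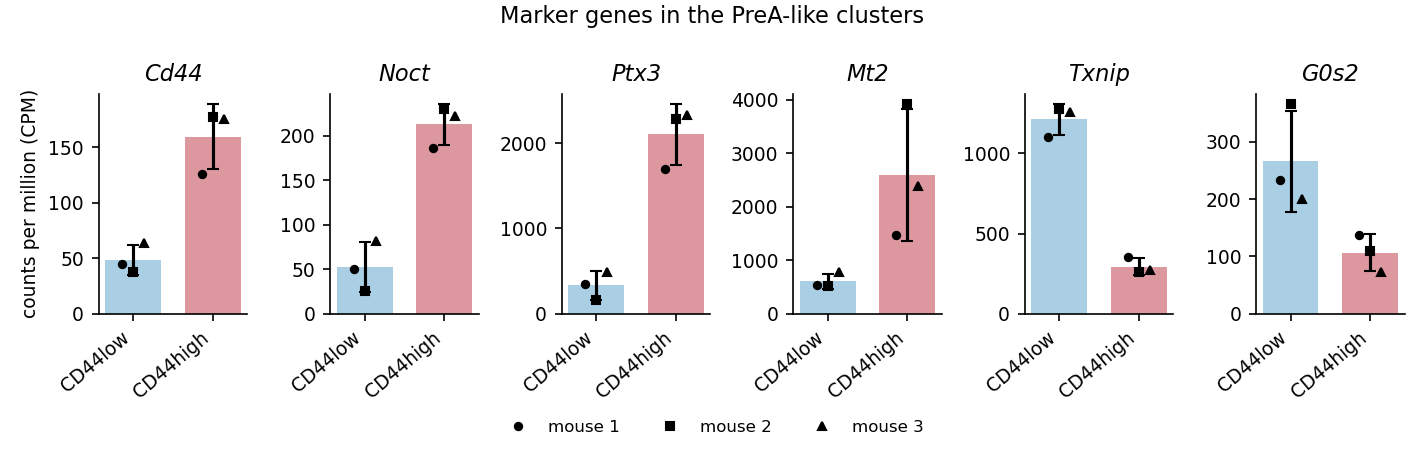
CPM scaled by TMM factors (vertical axes, starting at 0) of the 6 marker genes in CD44low and CD44high cells. Bars give the mean, error bars the SD and symbols the 3 mice; Noct lies at 213 CPM on average in CD44high and 52.6 CPM in CD44low.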

To prospectively test for the presence of these novel populations, we performed fluorescence-activated cell sorting (FACS) and isolated ICAM1^+^ CD44^high^ and ICAM1^+^ CD44^low^ cells and, for comparison, ICAM1^−^ DPP4^+^ cells from the CD31^−^ CD45^−^ population (Figures 1G, 1H, and S1D). We then used quantitative RT-PCR (qRT-PCR) to measure the expression levels of the putative subpopulation markers identified in these scRNA-seq analyses. These studies confirmed, in prospectively isolated cells, the presence of a population of cells that highly express *CD44, Noct, Ptx3*, and *Mt2* and that can be distinctly defined by expression levels from a population of cells that express low levels of those same markers and reciprocally selectively express high levels of the markers Txnip and G0s2 (Figures 1I and 1J).

We performed immunohistochemistry to attempt to locate these cells within the intact adipose depot. As anticipated, we found that the cells are a minority population within the fat pad. However, we were able to detect them often appearing in small clusters of 2–5 cells (Figure 1K).

Next, we re-analyzed published publicly available scRNA-seq datasets to test if we could detect analogous populations despite experimental differences, including sequencing depth. Using the dataset published by Emont et al.,^18^ Icam1^+^ cells were subsetted and re-clustered with higher resolution, resulting in 6 distinct subclusters (Figure S2), including one subcluster (subcluster 5) that was Icam1^+^ CD44^high^ Noct expressing (Figure S2), analogous to the population we identified in our scRNA-seq experiments. Finally, we probed the published mesenchymal stem cell datasets from the single-cell transcriptomic atlas of humans.^19^ These data were subsetted and re-clustered at higher resolution. This data analysis resulted 5 distinct subclusters (Figure 2A). Of those, subcluster 1 is a distinct population of *ICAM1*^+^ *CD44*^high^ and *NOCT*-expressing cells (Figure 2A), suggesting that this distinct population is conserved in humans.

### ICAM1^+^ CD44^high^ *Noct*-expressing cells in the SVF are pro-PreAs

Next, we further compared the ICAM1^+^ CD44^high^ and ICAM1^+^ CD44^low^ populations bioinformatically. Intriguingly, while the levels of Pparγ expression itself are similar across the two populations, we discovered that PPAR signaling, as defined by modulation of downstream target genes, was significantly enriched in the ICAM1^+^ CD44^low^ *Txnip*-expressing population (Figures S3A, 2B, and 2C). This is notable because of the well-established role of PPAR signaling in adipogenesis, with increased signaling associated with and promoting differentiation.^4^ Therefore, this finding prompted us to hypothesize that the ICAM1^+^ CD44^low^ *Noct*-expressing population is both distinct and further advanced in the differentiation process than the ICAM1^+^ CD44^high^ population. To test this possibility, we calculated and compared the stemness and adipogenic scores^15,20^ of the populations. These studies revealed that the ICAM1^+^ CD44^high^ *Noct*-expressing population had a higher stemness score and a lower adipogenic score than the ICAM1^+^ CD44^low^ *Txnip*-expressing population (Figure 2D). 

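Pparg (ENSMUSG00000000440, chromosome 6, 115360951 to 115490399) was at 36.6 ± 2.19 CPM (SD, n = 3 mice) in CD44high and 40.5 ± 1.53 CPM in CD44low. The log2 fold change, CD44high over CD44low, was -0.14 (standard error 0.0811, adjusted p = 0.212 from edgeR's quasi-likelihood test). Pparg was lower in CD44high in each mouse. The call depended on the processing, since the log2 fold change was -0.43 (adjusted p = 0.0201, edgeR) with no covariates regressed out. Of the 7 target genes shown in Fig. 2C, 6 differed in the direction drawn there at an adjusted p under 0.05 over all genes tested. When adjusted over the list alone, all 7 were past that threshold, Lpl in the other direction. Angptl4 (ENSMUSG00000002289, chromosome 17, 33773750 to 33781830) was at 251 ± 29.7 CPM in CD44high and 410 ± 49.9 CPM in CD44low, a log2 fold change of -0.71 (standard error 0.0848, adjusted p = 0.000596, edgeR). Plin2 (ENSMUSG00000028494, chromosome 4, 86648386 to 86670060) was at 392 ± 34.1 CPM and 558 ± 59.7 CPM, a log2 fold change of -0.51 (standard error 0.0675, adjusted p = 0.000977, edgeR). Cebpa (ENSMUSG00000034957, chromosome 7, 35119293 to 35121928) had a log2 fold change of -0.41 (standard error 0.121, adjusted p = 0.0330, edgeR), which was -0.23 (adjusted p = 0.0590, edgeR) without mouse 2. Insig1 (ENSMUSG00000045294, chromosome 5, 28071363 to 28078662) was higher in CD44high, at 185 ± 13.3 CPM against 88.2 ± 8.05 CPM, a log2 fold change of 1.07 (standard error 0.0915, adjusted p = 0.000103, edgeR). Lpl (ENSMUSG00000015568, chromosome 8, 68880491 to 68907448) had a log2 fold change of 0.15 (standard error 0.0587, adjusted p = 0.0857, edgeR), and it was -0.05 with library size in place of TMM normalization. By mean expression on Seurat's scale, Lpl was higher in CD44low in each mouse, by a mean log2 ratio of 0.044. The mean of its log-normalized values was higher in CD44high in 2 of 3 mice, with a mean difference of 0.0107. The genes behind Fig. 2B are not listed in the paper's text, so 42 PPAR target genes were listed before the data were examined, among them the 7 of Fig. 2C. Of the 34 that could be tested, 6 were higher and 7 lower in CD44high when adjusted over all genes, and 13 changed when adjusted over the list alone. Their median log2 fold change was -0.05, and the list as a set did not differ (two-sided fry test in limma, adjusted p = 0.308 over 7 lists), nor did camera call it with its preset or an estimated correlation. With library size only, the median was -0.25 (fry in limma, adjusted p = 0.0442 over 7 lists), while the median of all genes tested was -0.20.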

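Module scores were computed in each cell with Seurat's AddModuleScore from the gene sets of the paper's methods, 11 stemness genes and 7 adipogenic genes, and averaged in each mouse. The stemness score was -0.101 ± 0.0968 (SD, n = 3 mice) in CD44high and -0.0358 ± 0.137 in CD44low. The difference, CD44high minus CD44low, was -0.0704, -0.0213 and -0.105 in mice 1, 2 and 3, a mean of -0.0656 ± 0.0421. It was below 0 in each mouse (exact two-sided sign-flip permutation test, p = 0.25, the smallest p that 3 mice allow). For scale, ASC-like cells scored 0.828 ± 0.0563. The adipogenic score was 0.504 ± 0.0223 in CD44high and 0.542 ± 0.0170 in CD44low. Its difference was -0.0127, -0.0603 and -0.0404, a mean of -0.0378 ± 0.0239, again below 0 in each mouse (exact test, two-sided p = 0.25). ASC-like cells had an adipogenic score of -0.203 ± 0.0114. The sign of the stemness difference depended on the processing. It was above 0 in each mouse with no covariates regressed out (0.137). The same held with the tested genes kept among the variable genes (0.0864) and with under 10% mitochondrial UMIs (0.0766). At a resolution of 0.5 it was 0.0127, above 0 in 2 of 3 mice. It was below 0 in each mouse with cells thinned to 3000 UMIs (-0.0581) and with UMIs split and the resolution raised (-0.0837). The difference was -0.00687 when the cells with the highest Scrublet scores were removed before clustering, above 0 in 1 of 3 mice. The adipogenic difference was -0.0906 at a resolution of 0.5, -0.0929 with the tested genes kept among the variable genes, -0.108 with under 10% mitochondrial UMIs, -0.114 with the highest Scrublet scores removed and -0.145 with no covariates regressed out, each below 0 in every mouse. With UMIs split at random and the resolution raised, a setting chosen after seeing the data, it was -0.0226. That value was above 0 in 1 of 3 mice. The adipogenic difference was 0.458 when the mice were merged without integration, where another pair of clusters was compared. Of the stemness genes, Cebpb (ENSMUSG00000056501, chromosome 2, 167688915 to 167690418) had the largest log2 fold change above 0, 0.68 (standard error 0.0950, adjusted p = 0.00122 from edgeR's quasi-likelihood test), and Ly6a was also higher in CD44high at an adjusted p under 0.05. Pi16 (ENSMUSG00000024011, chromosome 17, 29317680 to 29330593) fell by 0.93 (standard error 0.104, adjusted p = 0.000430, edgeR), and Anxa3, which overlaps Gm42603 on the same strand, and Wnt2 were lower too. Across 19 alternatives, the log2 fold change of Pi16 ranged from -1.12 to 2.38 and changed sign in 6. Pi16, Wnt2 and Anxa3 were also among the 8 genes used to name ASC-like clusters. Of the adipogenic genes, Fabp4 and Cd36 were higher and Plin2 and Cebpa lower. When adjusted over the list alone, 6 of the 11 stemness genes and 5 of the 7 adipogenic genes changed.

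**Figure D3:**
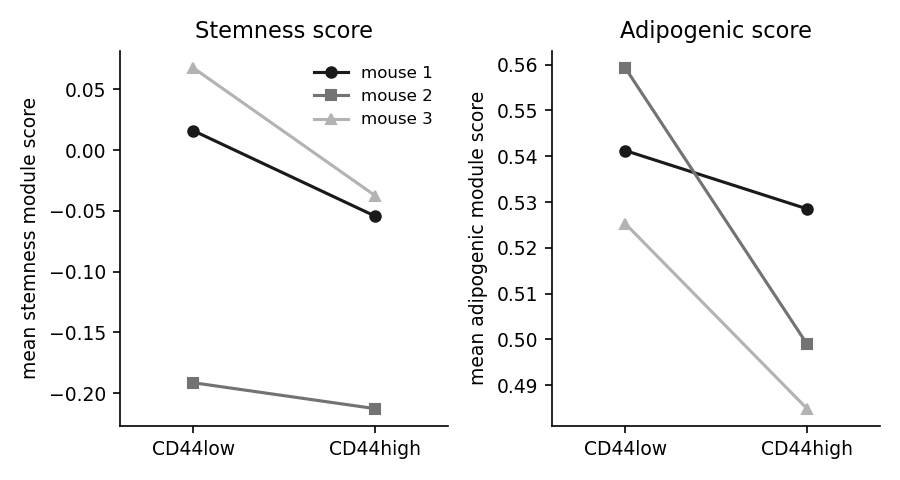
Mean stemness score and mean adipogenic score (vertical axes, module score units) of CD44low and CD44high cells, with a line for each of the 3 mice. Every line falls from CD44low to CD44high, by 0.0656 on average for stemness and 0.0378 for the adipogenic score; the vertical axes do not start at 0.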

We next used Monocle2^21^ to perform pseudotime trajectory analysis^21–23^ and test for temporal differences in the adipocyte lineage progression. The results of this analysis revealed that these populations are adjacent to each other in the adipocyte lineage progression, with the ICAM1^+^ CD44^high^ *Noct*-expressing population immediately preceding the ICAM1^+^ CD44^low^ *Txnip*-expressing population (Figure 2E).

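Monocle2 was not used here. Cells were ordered by diffusion pseudotime in scanpy, computed on the integrated components with 15 neighbours and 10 diffusion components and rooted in the largest ASC-like cluster. Mean pseudotime was 0.0644 ± 0.00267 (SD, n = 3 mice) in ASC-like cells, 0.230 ± 0.00402 in Areg-like cells, 0.242 ± 0.0104 in CD44low and 0.248 ± 0.00321 in CD44high. Among the 10 named clusters, CD44low and CD44high were next to each other in the order of mean pseudotime over all cells, in places 8 and 9. The Areg-like cluster in place 7 (0.238) was closer to CD44low (0.241) than CD44high (0.249) was, and in mouse 3 it lay between them. The third PreA-like cluster came last, at 0.413. The difference, CD44high minus CD44low, was 0.0102 in mouse 1, -0.00440 in mouse 2 and 0.0136 in mouse 3. Its mean of 0.00649 ± 0.00957 was smaller than the spread between mice, and no order of the pair was resolved (exact two-sided sign-flip permutation test, p = 0.5). CD44high came first in each mouse when the root was the ASC-like cell farthest from the PreA-like cells, with a mean difference of -0.00626. The same held at a resolution of 0.5 (-0.0120) and with under 10% mitochondrial UMIs (-0.0263). So it did with the tested genes kept among the variable genes (-0.0362) and with no covariates regressed out (-0.0497). With the highest Scrublet scores removed, a setting chosen after seeing the data, the difference was -0.00910, below 0 in each mouse. CD44high came later in each mouse with UMIs split and the resolution raised (0.0193), also chosen after seeing the data. It also came later with the mice merged without integration (0.309), where another pair of clusters was compared. By distance from the ASC-like cells in the space of the components, CD44high lay farther out in each mouse, by a mean of 1.49.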

Next, we empirically tested the functional implications of these distinctions. We hypothesized that cells further advanced in the adipocyte lineage progression would be more readily provoked to complete the progression through differentiation into mature adipocytes. Indeed, our studies demonstrated that a minimal differentiation cocktail that results in low level of adipogenesis in ICAM1^+^ CD44^high^ cells^14^ stimulated substantial levels of adipogenesis of ICAM1^+^ CD44^low^ cells, as assessed by both detection and quantification of the development of intracellular lipid droplets, a marker of mature adipocytes (Figure 2F) and qRT-PCR quantifying the expression levels of molecular markers of adipogenesis (Figure 2G).

The results of the bioinformatics analysis, expression profiling, and functional testing discussed above all suggest that the two populations are epistatic during adipocyte lineage progression. To further test this model, we performed time course studies following induction of adipogenesis. Prior published work established that the first 24–48 h after induction of adipogenesis is a critical interval when progenitor cells commit to progressing down a differentiation pathway.^24^ Consistent with this, we confirmed that the expression levels of *Dpp4*, the previously described marker of interstitial progenitor cells,^14^ decline during this time frame postinduction of adipogenesis (Figure 3A). We then monitored the levels of the markers of the newly identified populations. First, we performed FACS analysis and discovered that stimulation with an adipogenesis differentiation cocktail induces a transition in the cells with the emergence of a significant number of cells in the ICAM1^+^ CD44^low^ population concomitantly with a decline in the number of ICAM1^+^ CD44^high^ cells (Figures 3B and 3C). Next, we monitored these changes in CD44 and the other markers of these populations at the mRNA expression level by performing a time course followed by qRT-PCR. We discovered that the expression markers of the ICAM^+^ CD44^high^ population peak rapidly (within 0.5–6 h) after induction of adipogenesis and then decline to a nadir by 24–48 h (Figure 3D). Reciprocally, expression markers of the ICAM1^+^ CD44^low^ population have a nadir immediately after stimulation and then peak during the 24–48 h time interval (Figure 3E). Together with our prior findings, the results of these experiments indicate that, during differentiation, adipocyte progenitors transition from an ICAM1^+^ CD44^high^ status into an ICAM1^+^ CD44^low^ population. Given the molecular and functional distinctions of these populations, we refer to the ICAM1^+^ CD44^high^ *Noct*-expressing population as Pro-Preadipocytes (pro-PreAs), reserving the designation of PreAs for the ICAM1^+^ CD44^low^ *Txnip*-expressing population that has enhanced activation of PPARγ signaling as well as a notably lower threshold to complete differentiation into adipocytes.

### Noct expression is necessary and sufficient for the pro-PreA expression profile

Next, we wondered if the expression of any of the population markers we discovered were directly relevant to the functional distinctions we revealed. We were particularly intrigued by the robust differences in *Noct* expression between the pro-PreA and PreA populations (Figure 1J). We further noted that this high expression level significantly dropped in synchrony with the induction of adipogenesis (Figure 3D). In addition, Noct was implicated in adipogenesis and adipose biology in other contexts.^25^ Therefore, we speculated that Noct not only was an expression marker of pro-PreAs but that expression of *Noct* is also integral to the identity of this population. To test this hypothesis, we interrogated the effect of overexpressing and knocking down *Noct* (Figure S3B). Strikingly, when we knock down *Noct*, expression of the other markers of the ICAM1^+^ CD44^high^ pro-PreA population decreased, and expression markers of the ICAM1^+^ CD44^low^ PreAs increased (Figure 4A), indicating that expression of *Noct* is necessary to maintain pro-PreAs. Reciprocally, we found that overexpression of *Noct* is sufficient to induce the distinct expression profile of ICAM1^+^ CD44^high^ pro-PreAs (Figure 4B). Further, overexpression of *Noct* resulted in decreased expression of the markers of the ICAM1^+^ CD44^low^ PreA population (Figure 4B).

We next reasoned that if Noct is necessary and sufficient for the pro-PreA population, then modulating the expression levels of *Noct* would have functional consequences for adipocyte progenitor cells. Indeed, we discovered that knockdown of *Noct* promotes differentiation (Figures 4C–4E), and, reciprocally, overexpression of *Noct* inhibits adipogenesis (Figures 4F–4H) and is analogous to the adipogenicity potential we observed in prospectively isolated pro-PreA and PreA populations (Figures 2F and 2G).

As our above results indicate that NOCT impacts differentiation and *Noct* is a central gene expressed in the pro-PreA population, we hypothesized that *Noct* may be a mechanistic key for the identity or differentiation of this population. *Noct* was previously revealed to regulate cellular metabolism.^26^ In addition, other prior studies indicate that oxygen consumption increases during adipogenesis; furthermore, reducing mitochondrial respiration inhibits differentiation, implicating a functional role for cellular energetics in the process of adipogenesis.^27,28^ Therefore, we tested if manipulating *Noct* expression levels alters the cellular energetics in primary adipose progenitor cells. We used Seahorse technology to quantify the effect of manipulating *Noct* expression levels on the cellular oxygen consumption rate (OCR). These studies revealed that knockdown of *Noct* dramatically increases the maximal respiratory capacity (Figure 4I), and, reciprocally, overexpression of *Noct* results in a lower OCR (Figure 4J). These results support a model where the pro-PreA population maintained by Noct is enforced by regulation of cellular metabolism.

Finally, as we detected evidence that the pro-PreA adipose progenitor population is present in human adipose tissue (Figure 1K), we tested if the effects of manipulating human *NOCT* (*hNOCT*) levels is also conserved. For these studies, we purchased primary human stromal vascular cells, isolated from subcutaneous fat biopsies, and knocked down *hNOCT* expression (Figure S4A). We discovered that decreasing *hNOCT* expression decreases the expression of the pro-PreA population markers *hCD44, hMT2*, and *hPTX3* and, reciprocally, increases the expression of population marker *G0S2* (the change in *hTXNIP* was not significant) (Figure S4A), analogous to what we observed in our mouse studies. At the functional level, as we observed in our studies using mouse adipocyte progenitor cells, we found that decreasing *hNOCT* expression levels in human adipose stromal vascular cells results in an increased OCR (Figure S4B). Together, these results support that at least some of the effects of Noct we discovered in mouse adipose progenitor cells are conserved in human cells.

## DISCUSSION

The above studies elucidate that a population, previously described under the broader category of PreAs, is composed of two populations with closely related but distinguishing expression profiles. Our results support that these populations are epistatic in the adipogenesis pathway and define distinct intermediate cell states in the progression toward the formation of mature adipocytes that are discretely necessary to complete differentiation. These populations can be prospectively isolated from adipose SVF by FACS using the surface markers ICAM and CD44. Expression profiling can also distinguish these populations. It is notable that the surface markers and expression profiling can be monitored during adipogenesis and reveal cells transitioning from one population into the other. We find that distinguishing these populations has functional significance, being necessary for the germane process of adipogenesis, and therefore warrants the introduction of the pro-PreA classifying nomenclature. Our studies also support that Noct might be an identity factor to enforce both the expression profile and the functional properties of pro-PreAs.

### Limitations of the study

Our study focused on the inguinal subcutaneous depot. We elected to focus on this depot because there are robust data from a number of groups detailing a hierarchy of adipocyte precursor cells in this depot that provided the framework and foundation for our current studies. Once analogous underpinnings are established in other adipose depots, it will be feasible, and of interest, to examine those depots for the presence of an equivalent pro-PreA population at both the expression profile and functional levels. For the same reasons, our study focused on a condition that enabled identification of the pro-PreA population. In future studies, it will be of interest to elucidate how different conditions, including aging and altered diets, impact the pro-PreA population. We also note that our studies examined the impact of Noct on adipogenesis. We acknowledge that *Noct* may have additional activities and mechanisms of actions that were not revealed in our studies. Future studies, including the generation of mouse models, where *Noct* expression levels are selectively modulated *in vivo* in adipocyte progenitor cell populations, will require the development of novel genetic tools but hold promise for expanding our understanding of the physiological impact of the role of Noct in pro-PreAs.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Brian J. Feldman ()

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

- Single-cell RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE225624. Microscopy data reported in this paper will be shared by the lead contact upon reasonable request.
- This paper does not report original code.
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon reasonable request.

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

#### Mice

The C57BL/6J mouse line was obtained from Jackson Laboratories. All animal procedures were performed under the guidance and approval of the University of California (San Francisco) Animal Care and Use Committee. Age and sex are reported in the main text as well as discussed in the limitations of the study section. Mice were maintained in a UCSF vivarium with 12 h light/dark cycles and fed standard chow diets.

Cells: De-identified human subcutaneous preadipocytes were purchased (PT-5020, Lonza). Primary SVF and adipocyte progenitor cells were isolated from male mice as described in STAR Methods below. For adipogenesis assays, cells were cultured in DMEM with 10% FBS in incubators at 37°C with 5% CO_2_.

### METHODS DETAILS

#### FACS to isolate CD31^−^ CD45^−^ cells from SVF

SVF was isolated from the subcutaneous white adipose depots of 8-week old male wild-type C57Bl/6J mice. Briefly, the adipose depots were dissected and then manually minced in DMEM/F12 and digested with collagenase 2 (1.5 units/ml; Roche). They were then incubated at 37°C with agitation for 60 min and vortexing for 10s every 10–15mins. HBSS with 2% FBS was added and the dissociated cells were centrifuged at 350 × g for 5 min. Floating mature lipid-filled adipocytes were aspirated and the cell pellets were resuspended in ACK lysis buffer to remove the red blood cells, followed by the addition of HBSS with 2% FBS. The cells were then filtered through a 40-mM filter and pelleted by centrifugation at 350 × g for 5 min. Cell pellets were resuspended in 200ul FACS staining buffer (5–10 × 10^5^ cells/tube) and incubated with the following antibodies for 30 min at 4°C protected from light. Cells were washed twice with FACS buffer to remove unbound antibodies. The cells were sorted using a BD FACS Aria cell sorter (BD Biosciences) equipped with a 100-μm nozzle and the following lasers and filters: FITC, 488 and 515/20 nm; PE/Cy7, 532 and 780/60 nm. All compensation was performed at the time of acquisition in Diva software by using SVFs for single-color staining, negative staining and fluorescence minus one controls. Gates were set using minus one controls as exemplified in Figure S1D.

#### Immunohistochemistry analysis

Inguinal fat pads were collected and rinsed in cold PBS followed by fixation in 10% neutral buffered formalin for 24 h. The tissues were then dehydrated through a series of graded ethanol treatments and then embedded in paraffin for sectioning. For Nocturnin and ICAM staining, 5μm paraffin sections were deparaffinized and subsequently rehydrated followed by antigen retrieval using citrate buffer. The sections were then incubated with 3% BSA in PBST for 1 h to block nonspecific binding of antibodies. The sections were then incubated with the primary antibodies overnight at 4°C. Sections were then washed and incubated with Alexa Fluor conjugated secondary antibodies (Life Technologies) for 1 h at room temperature followed by mounting medium containing DAPI (Abcam).

#### Single-cell RNA-seq

The CD31^−^ CD45^−^ cells from SVF isolated by FACS (described above) were loaded onto a GemCode instrument (10× Genomics) to generate single-cell barcoded droplets (GEMs) according to the manufacturer’s protocol with the 10× single-cell 3′ v2 chemistry. The libraries were sequenced using an Illumina Novaseq 6000, forward workflow aimed at 250M reads per library sample. Sequence reads were aligned, and gene-level unique molecular identifier (UMI) counts were obtained by using Cell Ranger (Pipeline) in the UCSF Wynton High-Performance Computer Cluster. The Cell Ranger single-cell software suite v.4.0.3 was used to perform sample demultiplexing, alignment, filtering, and UMI counting. The Seurat package (v4.0) on RStudio was used to perforem clustering analysis. Cells were first filtered to have >500 detected genes and less than 5% of total UMIs mapping to the mitochondrial genome. Clusters with very few cells were filtered before downstream analysis. Data were scaled to mitigate the effects of the number of genes detected per cell, the percentage of mitochondrial reads, and the cell cycle phase. Dimensionality reduction and Uniform Manifold Approximation and Projection (UMAP) were performed with Seurat. Seurat was also used for analysis of differential gene expression among the clusters using the FindMarkers function and the Wilcox test. The resolution parameter for the Dimensionality reduction and UMAP was adjusted from 0.1 to 0.35 in this study. Violin plots and individual UMAP plots for the specific genes were performed by Seurat toolkit VlnPlot and FeaturePlot functions, respectively.

#### Adipogenesis assays

SVF and adipocyte progenitor cells were isolated as described above. Cell pellets were resuspended in DMEM with 10% FBS and then filtered through a 40 μm cell strainer. Stroma vascular cells were then used for cell culture. Adipogenesis was induced by culturing 100% confluent cells in DMEM containing 10% FBS (GemCell), 0.5 mM 3-isobutyl-1-methylxanthine (Sigma), 1mM dexamethasone (Sigma) and 5 μg/ml insulin (Sigma) for 2 days and then the cell culture was changed to maintenance media containing 5 μg/ml insulin for 6 days. Minimal differentiation stimulation was with 5 μg/ml of insulin (Sigma).

#### Lipid quantification in adipogenesis assays

Lipid quantification was performed using methods described by Merrick et al.^14^ Briefly, at the end of the adipogenesis assays, cells were stained with BODIPY to label intracellular lipids. Using ImageJ, images were separated into their component channels. Gaussian blur followed by automated thresholding was applied. Then watershed separation of the image was used to quantify the percentage of BODIPY/Lipid stained area.

#### Adipogenic and stemness score calculation

We used Seurat’s AddModuleScore function to calculate module scores for adipogenic and stemness feature expression for the ICAM^+^ CD44^high^ and ICAM^+^ CD44^low^ populations. The approach used, based on,^15,20^ calculates a score reflecting the cell density and expression levels of each category gene set within a population. Adipogenic gene set: Pparγ, Fabp4, Plin2, Lpl, Cebpα, Cd36, Pdgfrβ. Stemness gene set: Ly6a, Pdgfrα, Pi16, Cd34, Itgb1, Cd55, Wnt2, Anxa3, Cebpβ, Ebf2, Fn1.

#### Pseudotime analysis

Pseudotime analysis was performed using the R package Monocle2. Cell types were annotated using Seurat, imported into Monocle2 and a single-cell trajectory was constructed using the default settings. Cell’s local density (rho) and nearest distance (delta) were used to determine the number of clusters. The top 1000 differentially expressed genes were used as the ordering genes, implemented DDRTree for dimension reduction and performed the trajectory analysis.

#### Isolation of RNA and RT-qPCR

Total cellular RNAs were purified using RNeasy Lipid Tissue Mini kit or RNeasy Plus Mini Kit (Qiagen) according to manufacturer’s instructions. DPP4, ICAM1+ CD44^high^ and ICAM1+ CD44^low^ cells were isolated by FACS directly into RLT buffer and total RNA was isolated using RNeasy Plus Micro Kit (Qiagen) according to the manufacturer’s protocol. RNA concentration and quality were measured using Nano-drop 2000 (Thermo Fisher Scientific) and a Bioanalyzer 2100 Eukaryote Total RNA Nano kit (Agilent; Santa Clara, CA). At least four independent samples were prepared for each experiment and all samples had an RNA integrity number (RIN) greater than 7. Equal amounts of RNA were reverse transcribed using iScript cDNA Synthesis kit (BioRad) following the manufactures protocol. RT–qPCR was performed using a Biorad CFX96 Real-Time PCR System. All real-time qPCR reactions were carried out with technical triplicates. A list of the primers used is in Table S1.

#### Human subcutaneous preadipocytes

Human subcutaneous preadipocytes were purchased (PT-5020, Lonza) and differentiated according to the manufacturer’s protocol. Briefly, confluent preadipocyte were treated with Preadipocyte Growth Medium-2 (PGM-2TM) (PT-8202, Lonza) containing 10% FBS, 2 mM glutamine, IBMX (1:1000, PT-9502, Lonza), indomethacin (1:500, PT-9502, Lonza), dexamethasone (1:1000, PT-9502 Lonza) and insulin (1:100, PT-9502, Lonza). Confluent cells in 48-well plate were transfected with 7.5 pM sihNOCT (Thermofisher, 1299001) or siContrl (Santa Cruz, sc-37007) for 24 h and then differentiated for 2 days before being used in Seahorse assays or lysed for RNA extraction and RT-qPCR analysis. A list of the primers used is in Table S1. For human cell Seahorse XF Cell mito stress test, cells were directly seeded into XFe24 cell culture microplates (V7).

#### Seahorse XF cell mito stress test

Subcutaneous SVFs were isolated from 8 week wild-type mice and plated into 24-well plates. After 24hrs, cells were transfected with Nocturnin plasmid pCMV-mNoc-3X FLAG (Addgene plasmid 90465) with Lipofectamine 2000 (Invitrogen) or siNOCT(ThermoFisher, catalog 4390071) with Lipofectamine RNAiMAX (ThermoFisher) and cultured for another 24 h. Cells were transferred into XFe24 cell culture microplate (Agilent) for 24hrs. Prior to placing the plates into the Seahorse, the cells were rinsed with Seahorse XF DMEM Medium (Agilent) containing 1mM Sodium Pyruvate, 2mM Glutamax, 7mM Glucose and pre-incubated in a non-CO_2_ incubator for 1h at 37°C. The oxygen consumption rate (OCR) in the cultured cells was measured using the Seahorse XFe Extracellular Flux Analyzer (Agilent). Cells were subjected to a mitochondrial stress test by adding oligomycin at a final concentration of 1.0 μM, carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone (FCCP) of 4 μM and rotenone/actinomycin A of 1 μM. The OCR measurements were conducted with 3 assay cycles: mix 3 min, wait 2 min and measure 2 min for each compound. OCR was normalized to the amount of protein in each well. Data were analyzed using Agilent Seahorse Analytics.

### QUANTIFICATION AND STATISTICAL METHODS

Statistical methods were not used to predetermine sample size. The experiments were not randomized, and investigators did not perform the experiments blinded. For comparisons between two independent groups, a Student’s t test was used and p < 0.05 was considered statistically significant. For multiple comparisons ANOVA was performed with post hoc correction. All statistical analyses were performed with Prism Graphpad software.

## Supplementary Material

1

## Figures and Tables

**Figure 1.**
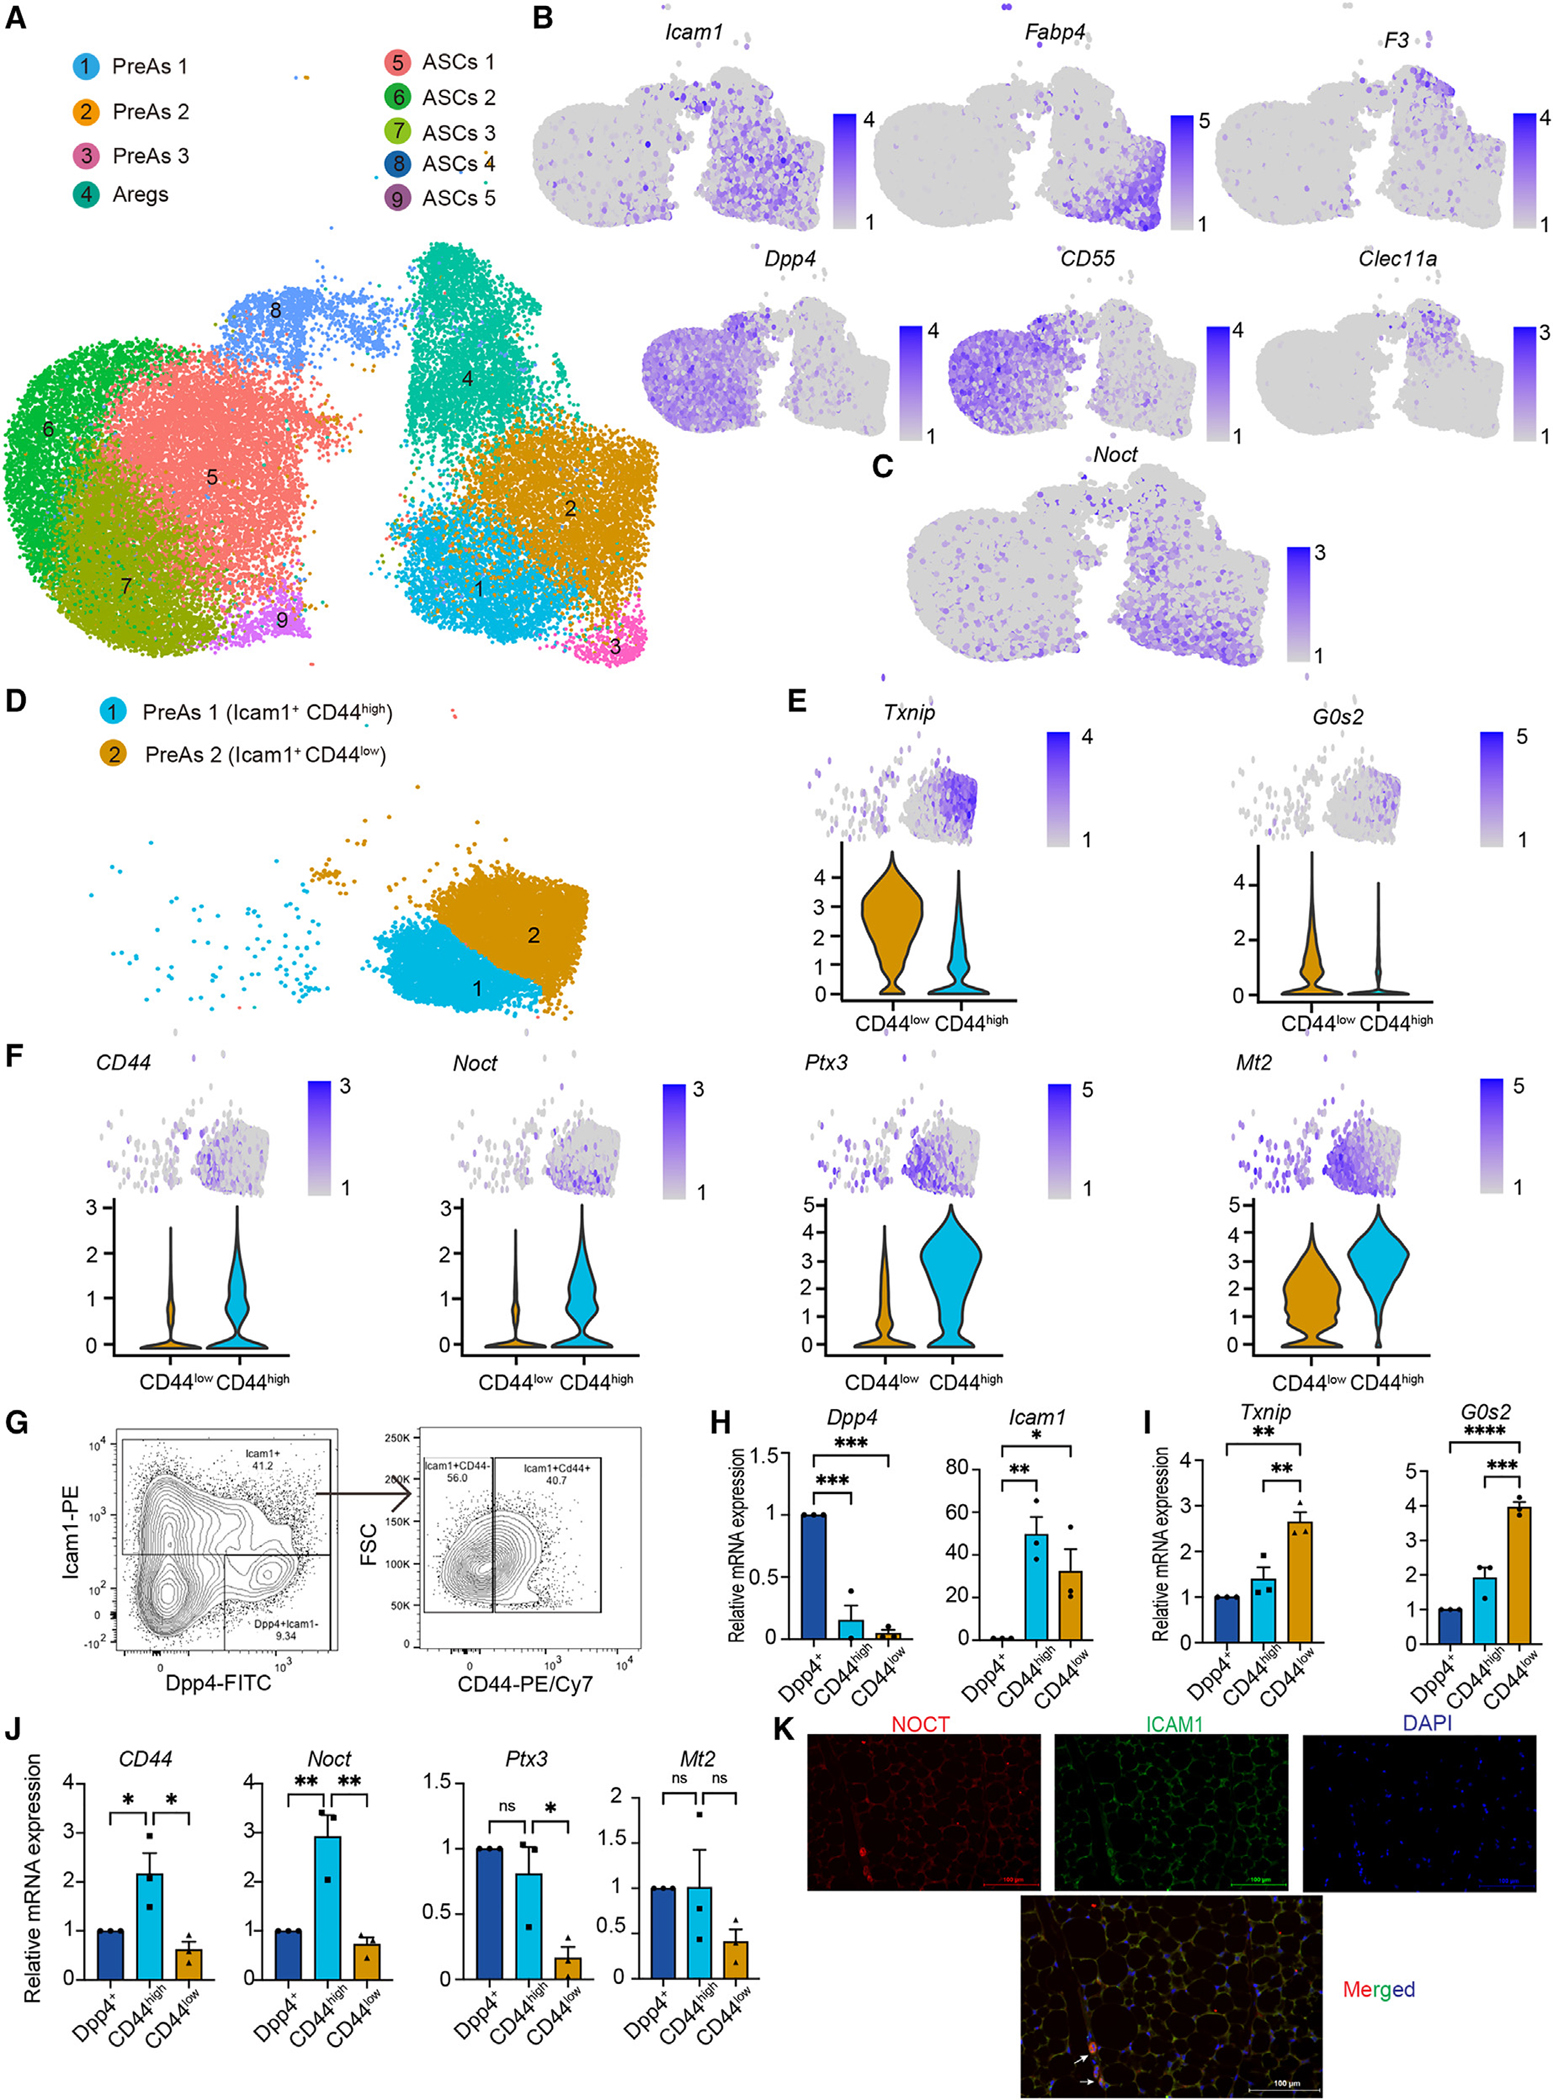
Identification of novel subpopulations within stromal vascular cells from subcutaneous white adipose depots (A) Uniform manifold approximation and projection (UMAP) of CD45^−^ CD31^−^ cells isolated from SVF reveals 9 distinct cell clusters. (B) Individual gene UMAP showing expression and distributions of known markers within this dataset. (C) Individual gene UMAP showing expression and distributions of *Noct* within this dataset. (D) UMAP map of CD44 and ICAM1 expression revealing distinct clusters. (E) UMAP feature and violin plots revealing additional markers expressed in ICAM1^+^ CD44^low^ cluster. (F) UMAP feature and violin plots revealing additional markers expressed in ICAM1^+^ CD44^high^ cluster. (G) Representative FACS plots showing gating for prospective separation and isolation of DPP4, ICAM1^+^ CD44^high^, and ICAM1^+^ CD44^low^ populations. Gates were set using one minus control methods (see Figure S1D). (H–J) qRT-PCR results quantifying the expression levels of marker genes in distinct populations prospectively isolated by FACS. qPCR cycle threshold (CT) values for each reaction were normalized against the expression of housekeeping gene Tbp in the same sample. Normalized results are displayed relative to the Dpp^+^ population. Significance was determined by ANOVA with a post hoc Dunnett’s correction. (K) Images from immunohistochemistry sections single channel (top) and merged (bottom) labeling identifies ICAM1^+^ NOCT cells (arrows) in subcutaneous inguinal white adipose tissue (iWAT). n = 3 mice were used for scRNA-seq and analysis, n = 4–5 mice were used for FACS and qRT-PCR experiments. Error bars represent ± SDs, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

**Figure 2.**
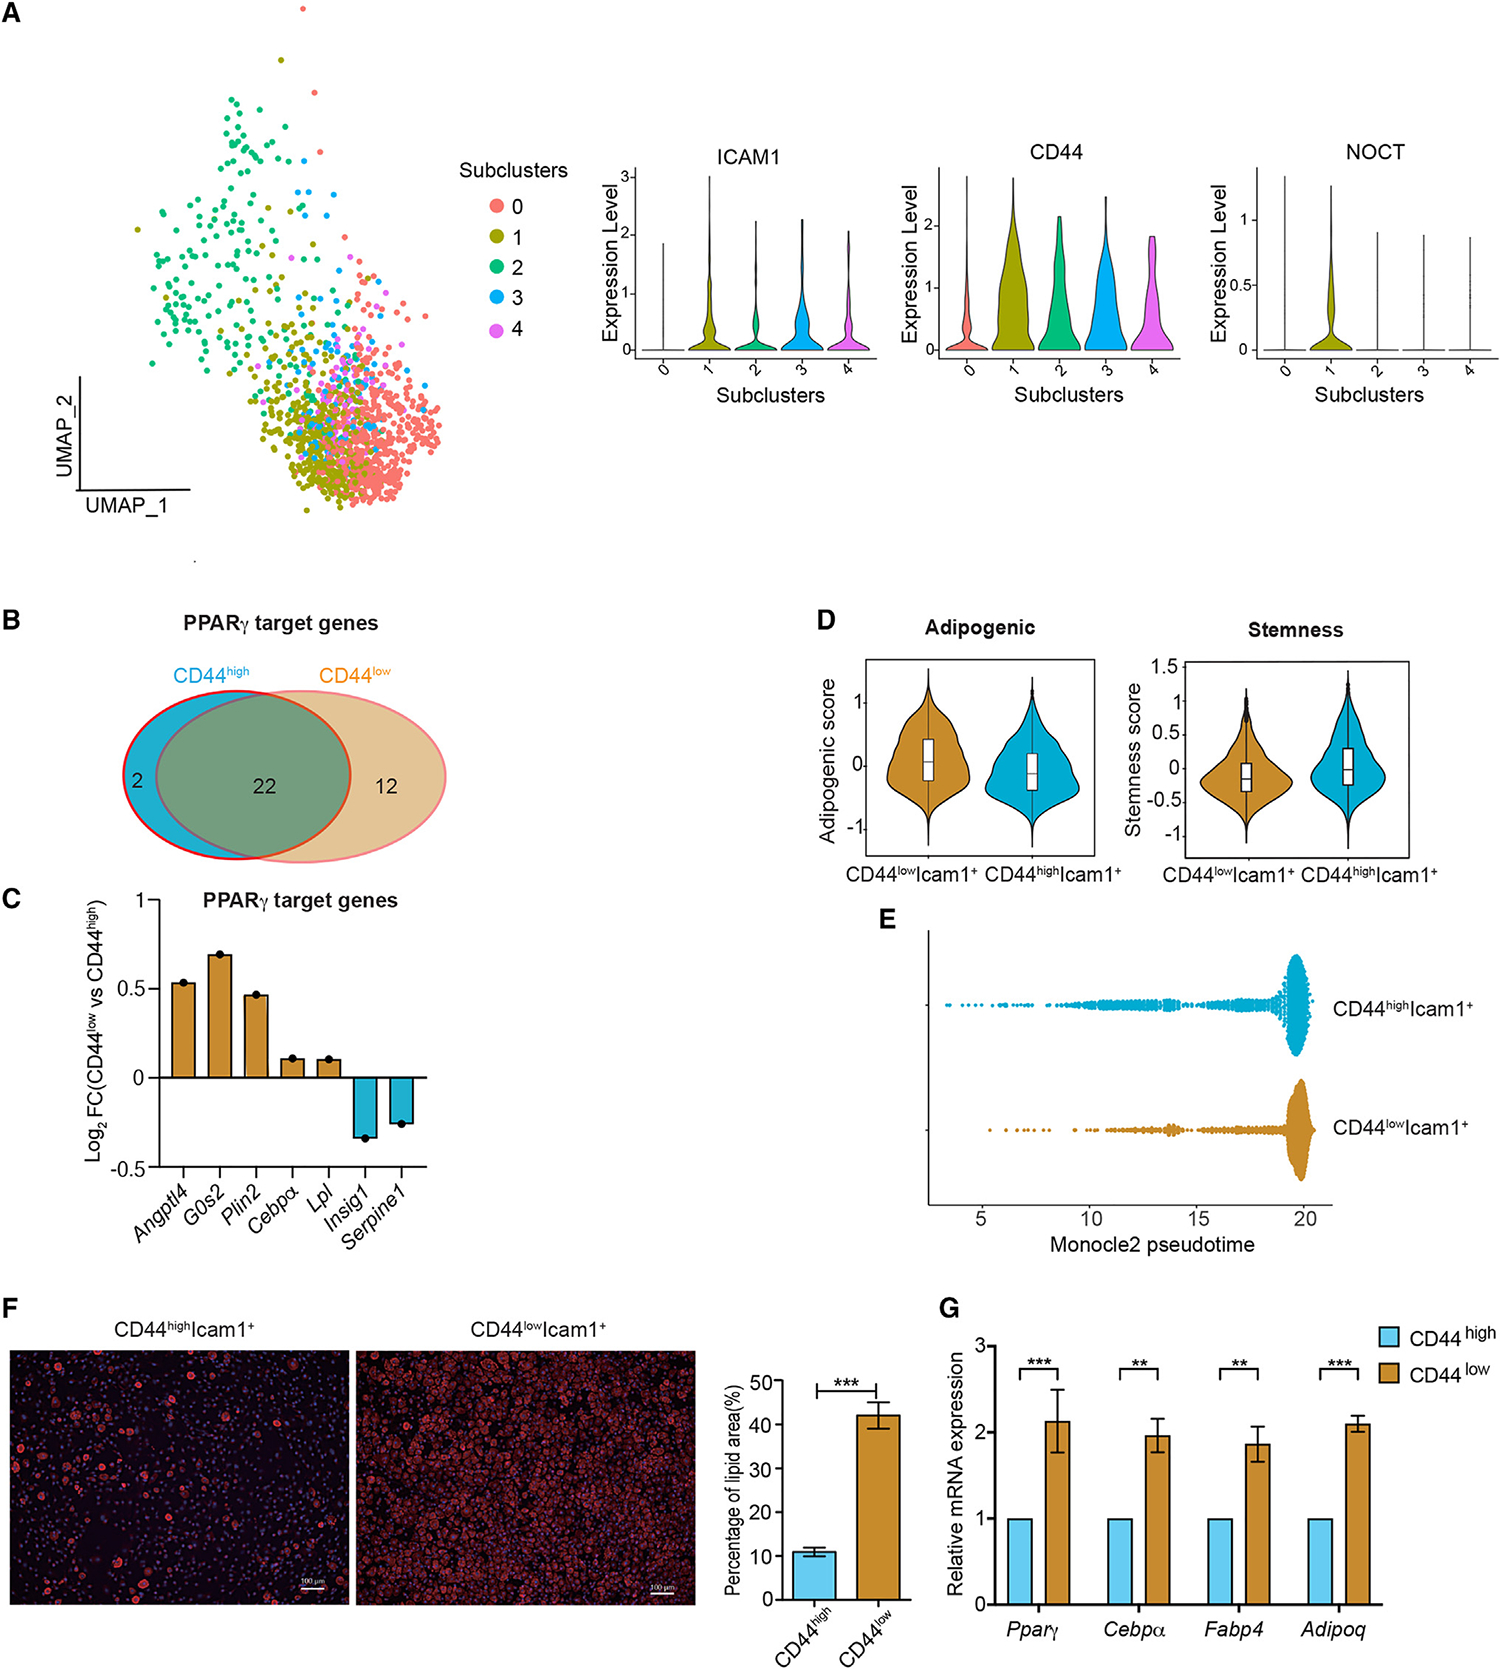
ICAM1^+^ CD44^high^ cells are pro-preadipocytes (A) (Left) UMAP of mesenchymal stem cells from *Tabula sapiens* fat tissue, with 5 distinct subclusters. (Right) Violin plots identifying a ICAM1^+^ CD44^high^ with NOCT expression population (subcluster 1). (B and C) ICAM1^+^ CD44^high^ population expresses fewer PPARγ target genes (B) and PPARγ target genes are expressed at lower levels (C). (D) The ICAM1^+^ CD44^high^ population has a lower adipogenic and higher stemness score than the ICAM1^+^ CD44^low^ population. (E) Pseudotime using Monocle 2 reveals a proximal relationship between ICAM1^+^ CD44^high^ and ICAM1^+^ CD44^low^ populations, with ICAM1^+^ CD44^high^ being earlier. (F) Detection of neutral lipids with BODIPY, marking differentiated adipocytes and quantification (performed on 4 or more images for each condition). Significance was determined by Student’s t test. (G) qRT-PCR quantifying the expression of markers of adipogenesis on cell postexposure to a minimal cocktail reveals that ICAM1^+^ CD44^low^ cells are more readily induced to differentiate than ICAM1^+^ CD44^high^ cells. Significance was determined by ANOVA with a post hoc Šidák correction. n = 4–5 mice were used in each independent FACS and qRT-PCR experiment. Each independent experiment was repeated at least 3 times. Error bars represent ± SDs, **p < 0.01, ***p < 0.001.

**Figure 3.**
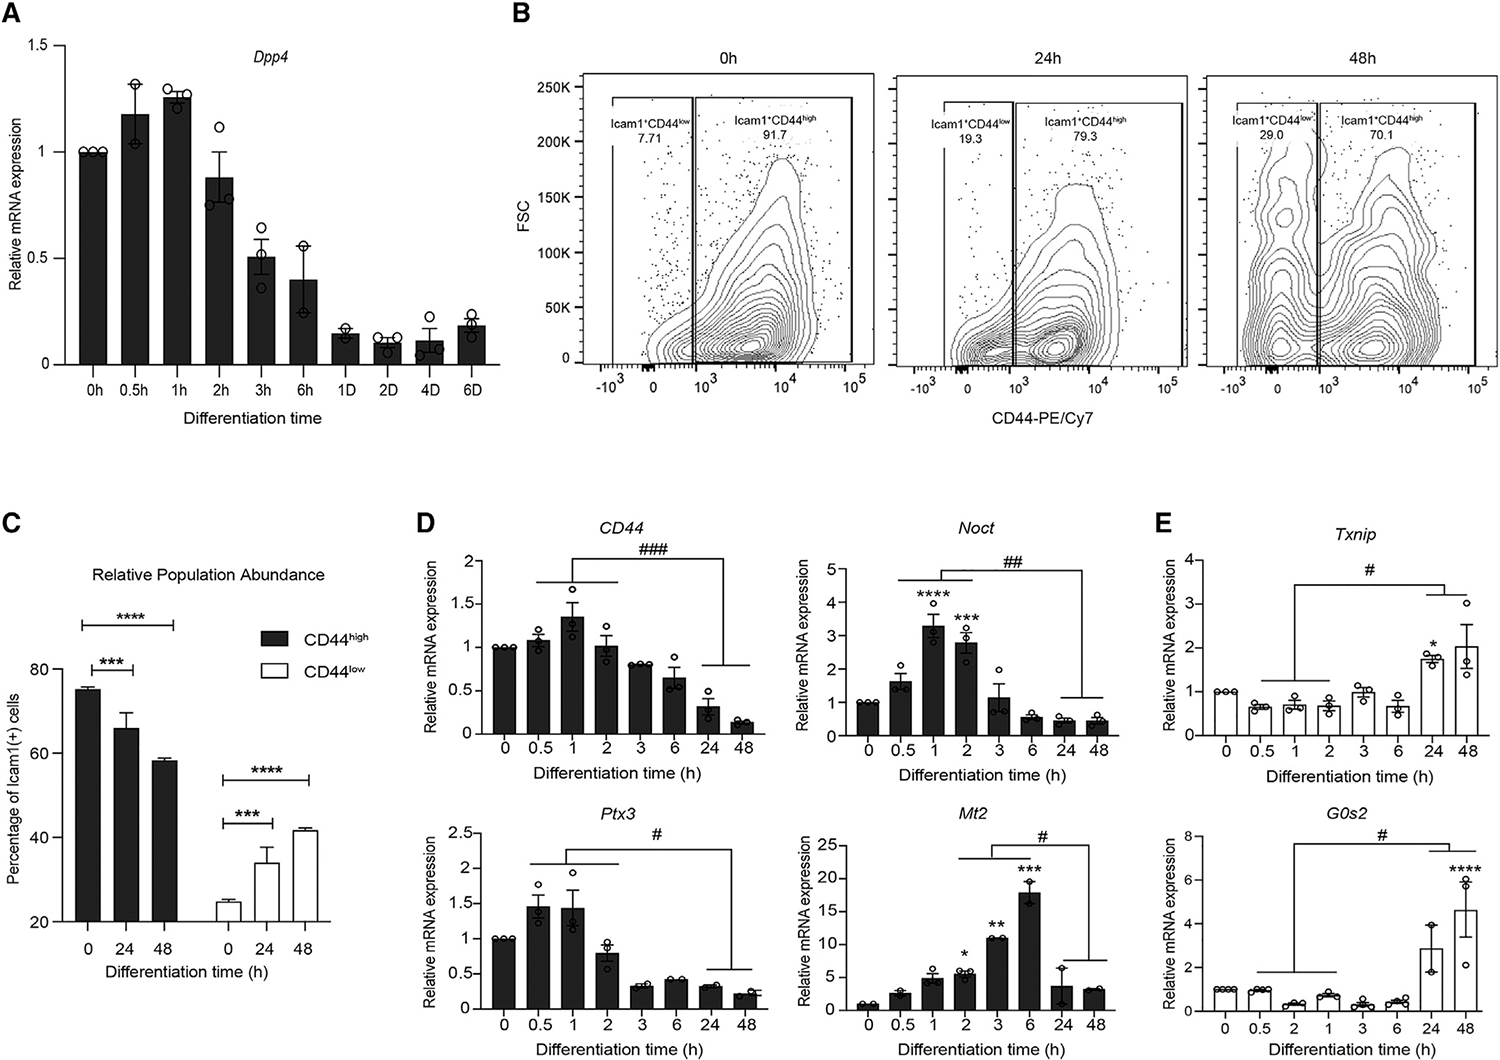
Induction of adipogenesis stimulates the transition of pro-preadipocytes into the ICAM1^+^ CD44^low^ population (A) qRT-PCR quantifying *Dpp4* expression levels postinduction of adipogenesis. (B) Representative flow cytometry plots monitoring the emergence of an ICAM1^+^ CD44^low^ population postinduction of adipogenesis. (C) Quantification of the transition from an abundant ICAM1^+^ CD44^high^ population to the emergence of the ICAM1^+^ CD44^low^ population. Significance was determined by ANOVA with a post hoc Šidák correction. (D) qRT-PCR quantifying expression markers of the ICAM1^+^ CD44^high^ population postinduction of adipogenesis. Significance was determined by ANOVA with a post hoc Dunnett’s correction. (E) qRT-PCR quantifying expression markers of the ICAM1^+^ CD44^low^ population postinduction of adipogenesis. Significance was determined by ANOVA with a post hoc Dunnett’s correction. n = 2 mice were used in each independent experiment, and each independent experiment was repeated at least 3 times. Error bars represent ± SDs, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 by Student’s t test, ^#^p < 0.05 ^##^p < 0.01, ^###^p < 0.001, ^####^p < 0.0001.

**Figure 4.**
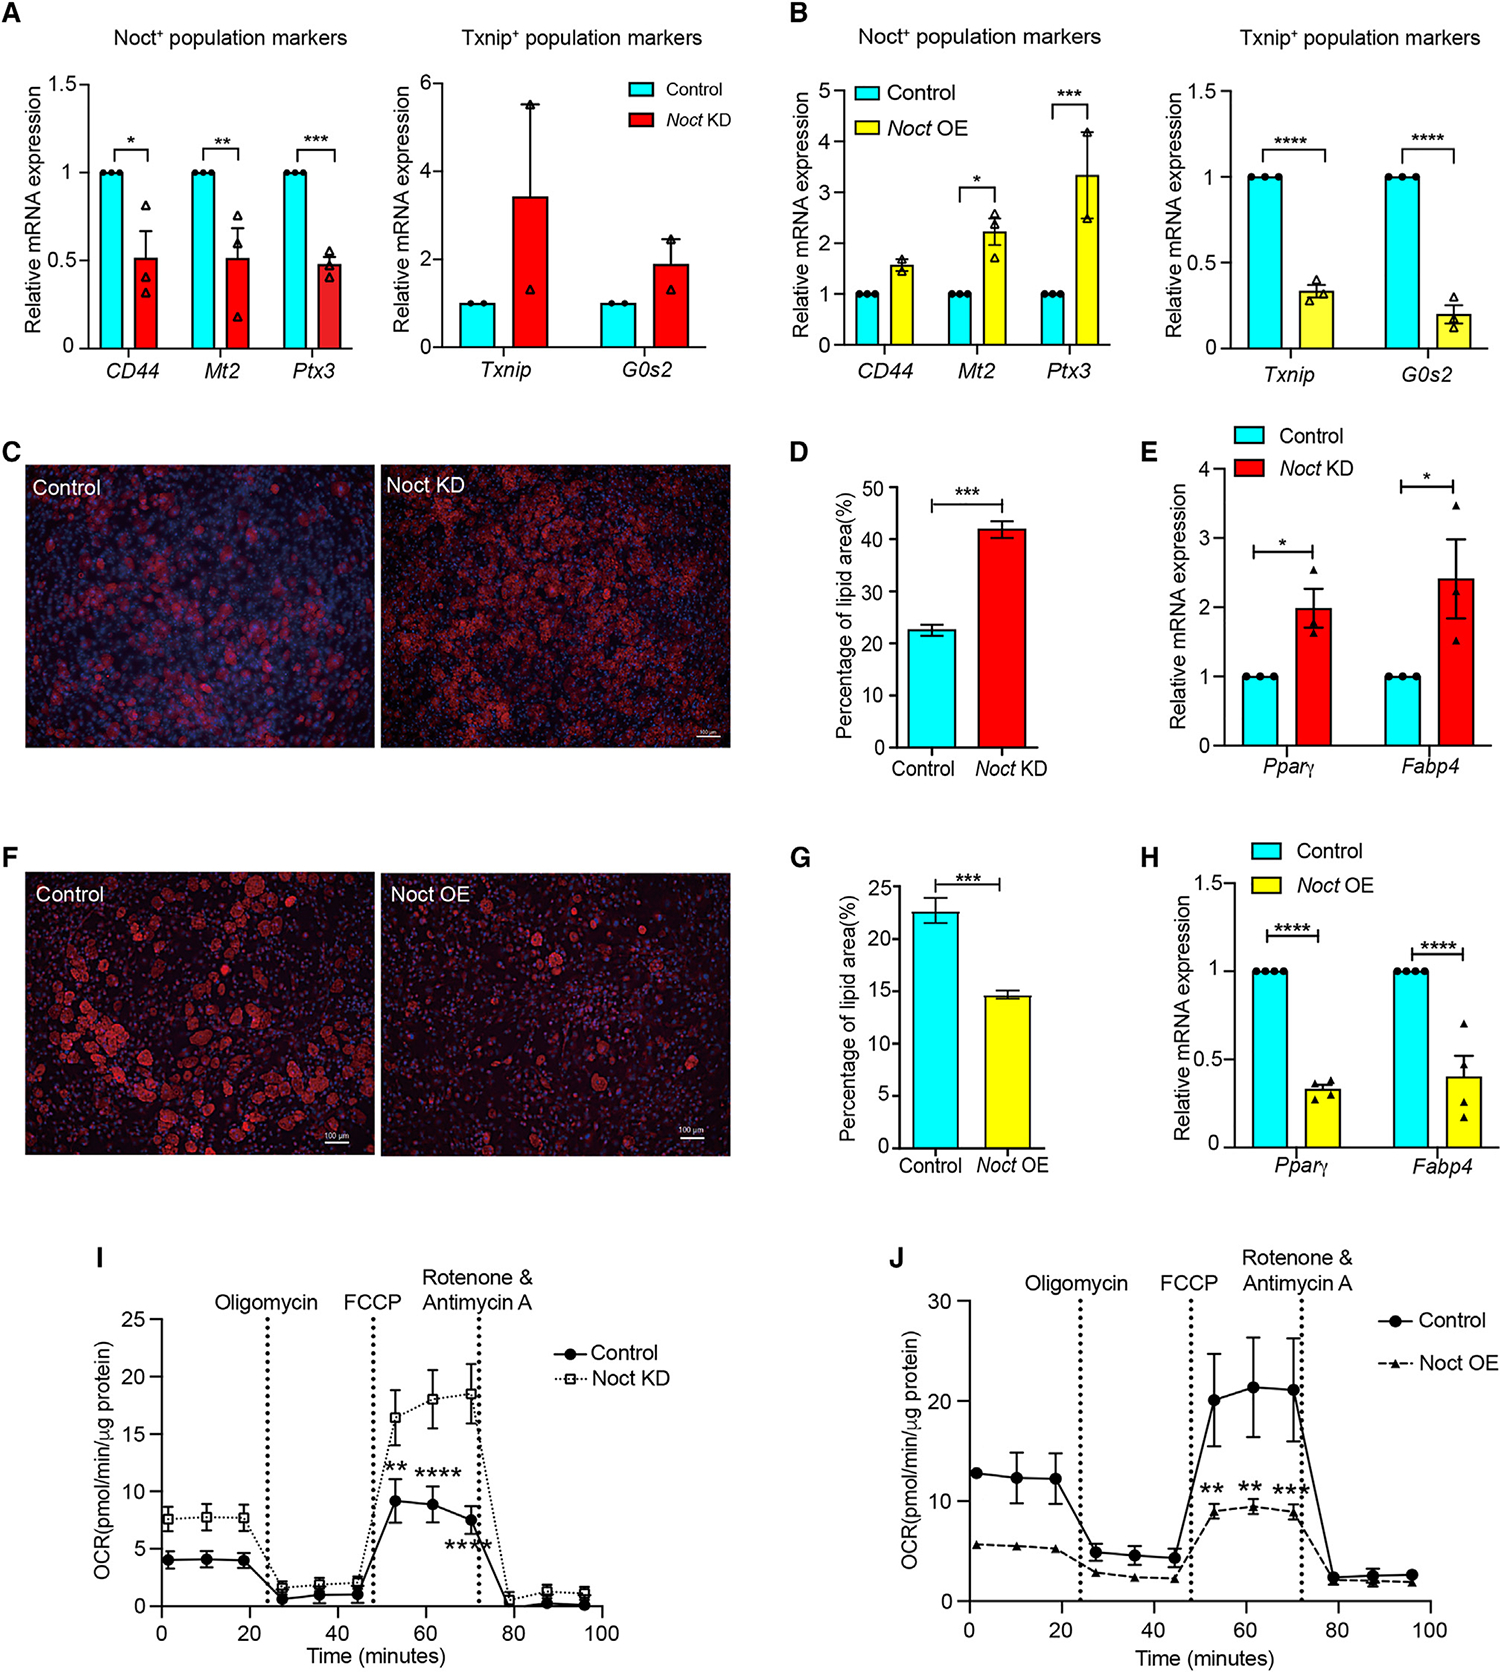
Nocturnin is necessary and sufficient for pro-preadipocyte expression profile (A) qRT-PCR quantifying the expression markers of ICAM^+^ CD44^high^ and ICAM^+^ CD44^low^ populations after knockdown of *Noct*. Significance was determined by Student’s t test. (B) qRT-PCR quantifying the expression markers of ICAM^+^ CD44^high^ and ICAM^+^ CD44^low^ populations after overexpression of *Noct*. Significance was determined by Student’s t test. (C) Knockdown of *Noct* promotes progression through adipogenesis, monitored by BODIPY staining of lipids that mark differentiated adipocytes. (D) Quantification of BODIPY stained lipid area. Quantification was performed using 4 or more images for each condition. Significance was determined by Student’s t test. (E) qRT-PCR quantifying the expression levels of markers of adipogenesis. Significance was determined by Student’s t test. (F) Overexpression of *Noct* inhibits progression through adipogenesis, monitored by BODIPY staining of lipids that mark differentiated adipocytes. (G) Quantification of BODIPY-stained lipid area. Quantification was performed using 4 or more images for each condition. Significance was determined by Student’s t test. (H) qRT-PCR quantifying the expression levels of markers of adipogenesis. Significance was determined by Student’s t test. (I) Seahorse real-time tracing demonstrates that knockdown of *Noct* increases the cellular OCR. Significance was determined by ANOVA with a post hoc Šidák correction. (J) Seahorse real-time tracing demonstrates that overexpression of *Noct* decreases the cellular OCR. Significance was determined by ANOVA with a post hoc Šidák correction. n = 3–6 per condition, Error bars represent ± SDs, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

**KEY RESOURCES TABLE:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER

Antibodies		

PE/Cyanine7 anti-mouse/human CD44 Antibody	Biolegend	Cat#103030; RRID:AB_830787
FITC anti-mouse CD26 (DPP-4) Antibody	Biolegend	Cat#137806; RRID:AB_10663402
PE/Cyanine7 anti-mouse CD54(Icam1)Antibody	Biolegend	Cat#116122; RRID:AB_2715950
APC anti-mouse CD31 Antibody	Biolegend	Cat#102410; RRID:AB_312905
APC anti-mouse CD45 Antibody	Biolegend	Cat#103112; RRID:AB_312977
Anti-Mouse CD31 (PECAM-1) FITC	eBioscience/Thermo-Fisher	Cat#11–0311-81; RRID:AB_465011
7-AAD	BD Bioscience	Cat#559925: RRID:AB_2869266
ICAM-1/CD54 Antibody (009) for IHC	Novus Biologicals	Cat#NBP2–90585
Nocturnin Antibody (F-4) for IHC	Santa Cruz Biotechnology	Cat#376584; RRID:AB_11149724
Donkey anti-Rabbit IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor^TM^ 488	Thermo-Fisher	Cat#A-21206; RRID:AB_2535792
Goat anti-Mouse IgG (H + L) Highly Cross- Adsorbed Secondary Antibody, Alexa Fluor^TM^ 594	Thermo-Fisher	Cat#A-11032; RRID:AB_2534091

Biological samples		

Human Subcutaneous Preadipocyte Cells	Lonza	Cat#PT-5001

Chemicals, peptides, and recombinant proteins		

Lipofectamine RNAiMAX Transfection Reagent	Thermo-Fisher	Cat#13778100
BODIPY 558/568 C12	Thermo-Fisher	Cat#D3835
TaqMan Gene Expression Master Mix	Thermo-Fisher	Cat#4369016
RNeasy Mini Kit	Qiagen	Cat#74106
iScript Reverse Transcription Supermix	Bio-Rad	Cat#1708841
Seahorse XF Cell Mito Stress Test Kit	Agilent	Cat#103015–100
Seahorse XF DMEM Medium, pH 7.4	Agilent	Cat#103575–100

Deposited data		

scRNA-Seq Data Files	Gene Expression Omnibus (GEO)	GSE225624

Experimental models: Organisms/strains		

C57Bl/6 mice	Jackson Laboratories	Cat#000664

Oligonucleotides		

TaqMan Gene Expression Assays	See Table S1 for list of TaqMan primers	

Recombinant DNA		

Nocturnin siRNA ID s63547	Thermo-Fisher	Cat#4390771
Nocturnin siRNA (mouse)	Santa Cruz Biotech	Cat#62698
Txnip siRNA (siRNA IDMSS226056)	Thermo-Fisher	Cat#1320001
Control siRNA-A	Santa Cruz Biotech	Cat#37007

Software and algorithms		

R and R studio	CRAN	R-4.2.3 https://cran.r-project.org/bin/windows/base/
Prism	Graphpad	Prism 8 https://www.graphpad.com/features
Flowjo	BD Biosciences	Flowjo_V10 https://www.bdbiosciences.com/en-us/products/software/flowjo-v10-software
Illustrator	Adobe	
FIJI_ImageJ	FIJI	https://fiji.sc/
Seurat	Satijalab	https://satijalab.org/seurat/
Monocle	Trapnell-lab	http://cole-trapneN-lab.github.io/monocle-release/

How the deposited data were processed for this re-analysis (not part of the article)

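Single cells of the CD31- CD45- stromal vascular fraction of subcutaneous fat were measured in 3 wild-type male mice of 8 weeks, with 1 library per mouse and 1 condition. The values deposited by the authors are counts of unique molecular identifiers (UMIs) per gene and cell barcode, made with Cell Ranger and not normalized. The authors' files hold whole numbers with at least 500 UMIs in every barcode. The genome build behind the counts is named neither in the paper's text nor in the file headers. Gene positions come from the GENCODE annotation of GRCm38, in which 32158 of the gene identifiers were found.

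The libraries held 13698, 6872 and 16220 barcodes. Barcodes with more than 500 detected genes and less than 5% mitochondrial UMIs were kept, which left 94816520, 78108414 and 99328725 UMIs in replicates 1, 2 and 3. The median mitochondrial percentage of the kept cells was 1.47, 2.27 and 1.67. It was checked that the libraries are different samples. Any pair of libraries shared between 39 and 62 barcodes, and their gene totals differed by a chi-squared per degree of freedom between 63.8 and 230. The labels give no batches or dates.

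Clustering was done in Seurat 5.3.0 (R 4.3.3). Counts were log-normalized to 10000 per cell, 2000 variable genes were selected in the mice together, and the genes to be tested were taken out of them. The number of genes, the mitochondrial percentage and the S and G2M scores were regressed out. The mice were integrated by reciprocal PCA with 30 components, and Louvain clusters were made at a resolution of 0.35. Clusters under 0.5% of the kept cells were left out of naming. Clusters were named from marker lists of 12 cell classes that had been fixed before the data were examined. A marker counted as raised when it was at least at 5 CPM and exceeded the mean of the clusters by at least 0.5 on the log2 scale, and at least 3 raised markers were required. A cluster also stayed unnamed when more markers of another class were among its leading genes. The order of the naming criteria was changed after the clusters were seen, because a mean score had called an ASC-like cluster erythroid. The share of raised markers is now read first.

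The 2 largest PreA-like clusters were compared, and the one with more Cd44 was called CD44high. Counts were summed per mouse and cluster or class. The sums were tested with edgeR 4.0.16 (filterByExpr, TMM normalization, quasi-likelihood test, mouse as a block) at a false discovery rate of 0.05. Genes used to build the clusters were not counted among changed genes. The clusters were defined on the same cells, so adjusted p-values of genes related to the clustering genes are too small to be read as error rates. The sums of one mouse come from one animal, and it was checked that they go together: after the mean of each cluster was taken off, the sums of a mouse correlated with Pearson's r of 0.561, 0.678 and 0.582 across 12007 genes, which are not independent replicates. Gene lists were tested with fry and camera in limma 3.58.1. Module scores were computed with AddModuleScore, and genes detected in at least 3 cells were scored. Pseudotime was computed with scanpy 1.11.5 (python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0). Figures were drawn with matplotlib 3.10.9. Scores and pseudotime were compared with an exact two-sided sign-flip test over 3 mice, whose smallest p is 0.25. The edgeR procedure was tested on simulated sums, with every true log2 fold change set at 1 in either direction. For CD44high and CD44low it recovered 191 of 200 changed genes with 10 false calls. For the classes it recovered 188 of 200 with 23 false calls, more than a false discovery rate of 0.05 allows. The simulated groups were fixed in advance, so the error that comes from clustering the same cells was not covered.

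The named genes are those that the paper names for its single-cell data and, among other genes not used for clustering, the 5 with the largest rise and the 5 with the largest fall past the threshold, with the same sign in each mouse and a mean of at least 50 CPM in a cluster. The values of 2 genes that meet this rule are not reported. The gene lists are 42 PPAR target genes, 24 genes of the response to tissue dissociation, 14 NF-kB target genes, 10 glucocorticoid-response genes and 11 circadian genes. Lists of 24 sterol synthesis genes and 13 adipocyte genes were added after the data were seen.

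Alternatives for resolution, integration, mitochondrial limit, variable genes, covariates, low-count filter, normalization, test, replicate block, splitting of UMIs, depth per cell, pseudotime root and each replicate were fixed before the data were examined. For equal depth, cells were thinned to 3000 UMIs. Removing the doublets called by Scrublet was planned but not used here, since the calls were 384, 4 and 0 cells of replicates 1, 2 and 3. In its place, the cells with the highest scores were removed, 0.8% per 1000 cells, a choice made after seeing the data. Monocle2 was not used here because it was not available. The genes behind Fig. 2B were not used here because the paper's text does not list them. Experiments on sorted cells, cultured cells and human cells have no deposited counts in this series and were not analysed here.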

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

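The test of the dissociation response among ASC-like clusters, the test of sterol synthesis genes other than Insig1 and the comparison of the smallest PreA-like cluster with all other clusters were chosen after the results were seen. Marker lists, comparisons and most alternatives were set before the data were examined. The design holds 1 condition, so no biological explanation was tested against another condition.

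The NF-kB target genes are a signal outside the genes that the paper discusses. All 13 that could be tested of 14 were higher in CD44high at an adjusted p under 0.05, with a median log2 fold change of 1.29. As a set they were not called (fry in limma, adjusted p = 0.0840 over 7 lists). The adjusted p from fry was 0.0538 after thinning and 0.0442 with library size only. Before adjustment, p from fry was 0.0253, 0.0230 after thinning and 0.0252 with library size only. The call thus moved with the p-values of the other lists, and that of the NF-kB list hardly changed. Camera called the list with its preset correlation but not with an estimated one. Since 11 of the 13 genes were used for clustering, the value to read is that of Relb and Nfkb2, which were not. Their median was 0.78, and 0.59 with library size in place of TMM normalization. It was 0.77 (0.765) after thinning to equal depth, which argues against depth per cell. It was above 0 in each mouse, at least 0.47 (0.465), which argues against one library. The summed level of 7 immune markers was 1.64 CPM in CD44high and 1.55 in CD44low, and fewer CD44high than CD44low cells had top Scrublet scores in each mouse, for example 7.29% against 13.9% in replicate 1, which argues against doublets with immune cells. A response to the dissociation of the tissue may contribute. In the ASC-like cluster that shares the NF-kB difference, the dissociation list had a median of -0.51 (-0.512), with 15 genes lower and 3 higher. The list was not called as a set by fry (fry in limma, adjusted p = 0.139 over 7 lists). Camera called the list there with its preset correlation but not with an estimated one. The 5 genes of the list not used for clustering had a median of 0.10 there, and of -0.03 with library size only. The response and a state present in the tissue cannot be told apart, because every mouse was digested the same way and the list's members go both ways.

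Sterol synthesis genes are also outside the genes that the paper discusses, apart from Insig1. The whole list, added after the data were seen, had a median of 0.56 (fry in limma, adjusted p = 0.0405 over 7 lists). In it, 14 genes were higher and 1 lower. Only 14 of its 24 genes were not used for clustering, so this p-value cannot be read as an error rate. The 13 genes other than Insig1 that were not used for clustering had a median of 0.12 (0.124). After thinning, 12 could be tested and had a median of 0.14 (0.142), which argues against depth per cell. With library size only, the median was -0.08, but this scaling lowers all genes alike. Relative to the median of all genes not used for clustering, the 13 genes were higher by 0.13 under either scaling. With TMM normalization the smallest such value in a mouse was 0.16 (0.157). After thinning, for 12 genes, the smallest in a mouse was 0.10 (0.100). A candidate explanation is that Insig1 moves with sterol synthesis genes, which cannot be told apart from a chance difference between 13 genes and the others, because camera, which compares them with the other genes, did not call these 13 with its preset or an estimated correlation.

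The smallest PreA-like cluster, of 390 cells, drew 86.4% of its cells from replicate 1, a signal that the paper does not report. It held 337, 22 and 31 cells in replicates 1, 2 and 3. In replicate 1, 7.42% of its cells had top Scrublet scores against 12.0% of the other PreA-like cells, which argues against doublets in that library. The shares were 9.68% against 14.8% in replicate 3, but 9.09% against 6.00% in replicate 2, where 2 of 22 cells had top scores. Of 13 genes that were over 2 times the level of each of 15 other clusters in replicate 1, 12 were above every other cluster in replicates 2 and 3, which doublets of cells of those clusters would not give. The 50 genes highest in replicate 1, among those not used for clustering, had a median log2 ratio of 0.94 (0.942) in replicate 2 and 1.13 in replicate 3. The cells placed in the cluster in those replicates thus share these genes. The mice were clustered together, so this sharing was partly built in and does not test independently whether the profile is limited to one library. Adipoq was at 0.105 CPM, from 1 count, while Fabp4 had 8992 counts, which argues against RNA of mature adipocytes on the cells. The cells may be more advanced preadipocytes, with an adipogenic score of 0.850, 1.03 and 1.09 against 0.541, 0.559 and 0.525 in CD44low. That reading is a hypothesis found and tested on the same data, and why replicate 1 holds more of these cells was not tested.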

How the results depend on the processing

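The alternatives that raise the resolution until both clusters hold 10% in each mouse, remove the highest Scrublet scores, or sum thinned cells were chosen after seeing the data, and Ly6a, Pi16 and Pdgfra were singled out after their values were seen. Among the results that answer a comparison, 153 of the values under an alternative kept their direction and side of the threshold, 13 moved, 15 became weaker, 9 stronger and 21 reversed. Among single genes, 405 kept both, 41 became weaker, 4 stronger and 40 reversed. The 6 known population markers were called in the same direction under every alternative run for them. Not run: at a resolution of 0.2 there was 1 PreA-like cluster, so CD44high and CD44low could not be compared; removal of the doublets called by Scrublet; and replicate 2 when each mouse was clustered on its own, where only 1 cluster was PreA-like. Unless stated, the cause was not tested.

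Without replicate 1, 2 or 3 in turn, the ranges were 46.5 to 51.8% for ASC-like, 26.2 to 31.5% for PreA-like and 11.4 to 13.9% for Areg-like cells, and 30.4 to 34.3% for CD44high. The changed genes ranged from 1963 to 2924, the former without replicate 3. The Fig. 2C genes called were 5 of 7 without replicate 2 and 6 of 7 without replicate 1 or 3. Cebpa ranged from -0.55 to -0.23, the latter without replicate 2. Stemness ranged from -0.0878 to -0.0459, the adipogenic score from -0.0504 to -0.0266, pseudotime from 0.00292 to 0.0119, the broad PPAR list from -0.08 to -0.02 and Pparg from -0.20 to -0.10.

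The ASC-like share was 57.8% without integration, 54.9% with under 10% mitochondrial UMIs, 56.0% with the tested genes kept among the variable genes and 54.7% with UMIs split at random. The PreA-like share was a mean of 21.4% with each mouse clustered on its own (31.9, 11.3 and 20.9% in replicates 1, 2 and 3). For replicate 2 the resolution was 1, only 1 cluster was PreA-like and 26.8% of the cells were unnamed. In the integrated clusters, 9.03% of the cells of replicate 2 were unnamed. At a resolution of 0.2 there were 7 clusters. The CD44high share was a mean of 3.67% without integration (9.52, 0.584 and 0.922% in replicates 1, 2 and 3). With UMIs split the mean was 4.44% (9.11, 1.38 and 2.82%). With each mouse on its own the mean was 52.8% (9.5% in replicate 1 and 96.2% in replicate 3, so the mean describes neither). The share was 38.4% with under 10% mitochondrial UMIs, 41.0% with tested genes kept and 41.7% with no covariates regressed out. With UMIs split and the resolution raised, the share was 27.5%.

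In the alternatives without integration, with each mouse on its own and with UMIs split, the fixed rule picked another pair of clusters, which by construction changes what is compared. The markers called were 2, 0 and 2 of 5, the Fig. 2C genes 2, 0 and 1 of 7, and the changed genes 1115, 0 and 539 (126 at an unadjusted p under 0.05 with each mouse on its own). Of the changed genes of the integrated clusters, 142 went the same way and 181 the other way without integration, and 60 and 114 with UMIs split. When the resolution was raised so that both clusters held 10% in each mouse, 1786 went the same way and 19 the other way without integration, and 1990 and 0 with UMIs split. At the raised resolution, all 5 markers were called without integration and with UMIs split. The Fig. 2C genes called there were 4 and 6 of 7.

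Without integration, Pparg was 0.49, Ptx3 -0.18, Mt2 -0.45, Angptl4 0.38, Plin2 0.13, Insig1 -0.48, Tuba1c -0.43, Ets2 -0.35, Bcl3 -0.61, Tubb6 -0.065 and Ly6a -1.04, and the adipogenic difference was 0.458. With each mouse on its own, the broad PPAR list was 0.16, Pparg 0.88, Angptl4 0.43, Plin2 0.61, Cebpa 0.15, Ets2 -0.12, Tubb6 -0.11, Cxxc5 0.059 and Ly6a -0.13, and the adipogenic difference was 0.361. With UMIs split, the broad PPAR list was 0.0031, Pparg 0.26, Ptx3 -0.58, Mt2 -0.41, Angptl4 0.13, Plin2 0.067, Insig1 -0.54, Tuba1c -0.63, Ets2 -0.066, Bcl3 -0.77, Tsc22d4 0.16 and Ly6a -1.08, and the adipogenic difference was 0.218.

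Other alternatives changed the stemness and pseudotime differences. At a resolution of 0.5, stemness was 0.0127, pseudotime -0.0120, Pparg -0.27 and Pi16 0.77. With under 10% mitochondrial UMIs, stemness was 0.0766, pseudotime -0.0263, Pparg -0.34, Lpl -0.072 and Pi16 1.98. With tested genes kept, stemness was 0.0864, pseudotime -0.0362, Pparg -0.34, Lpl -0.087 and Pi16 2.06. With no covariates regressed out, stemness was 0.137, pseudotime -0.0497, Pparg -0.43, Lpl -0.21 and Pi16 2.38. With the highest Scrublet scores removed, stemness was -0.00687, above 0 in 1 of 3 mice, pseudotime was -0.00910, Pparg -0.29 and Pi16 0.39. Without integration at the raised resolution, stemness was 0.171, pseudotime -0.0598, the broad PPAR list -0.24, Pparg -0.48, Lpl -0.27 and Pi16 2.37. With the root farthest from the PreA-like cells, pseudotime was -0.00626. With thinned cells split by Cd44 UMIs, stemness was 0.0302, Lpl -0.15 and Pdgfra 0.034. Pseudotime was 0.309 without integration, 0.107 with UMIs split and 0.0193 with UMIs split at the raised resolution, and stemness was -0.100, -0.0648 and -0.0837. With each mouse on its own, stemness was -0.0478. The exact test could not pass its threshold for scores or pseudotime under any setting.

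The number of changed genes was 287 with thinned cells split by Cd44 UMIs, 1724 with thinned sums and 1366 with DESeq2, where 237, 1643 and 1366 of the changed genes of the full sums went the same way. Depth limits this count, since thinning discards UMIs. Sums of one mouse are paired, and without the replicate block 376 genes changed and 3 of the 7 Fig. 2C genes were called; the block changed no call of the 5 markers, the broad PPAR list or Pparg. Of the 4 splits that part the sums of each mouse, 1 gave as many changed genes, the real one, and the other 3 gave 0. With so few splits, chance cannot be told apart from the difference by this count alone.

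With library size in place of TMM normalization, 737 genes were higher and 3439 lower in CD44high, against 1599 and 1417. This scaling put the median of all genes at -0.20, so the split of directions rests on the scaling. The broad PPAR list was then -0.25, Pparg -0.34 and Lpl -0.048, values to be read relative to that median.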

Differences from the paper's values

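Values from Fig. 2C and Fig. 2D were read by eye, and differences of scores are differences of such readings. Values here are log2 ratios, CD44low over CD44high, of the mean expression on Seurat's scale, or differences of median scores, CD44high minus CD44low. Alternatives described as chosen after seeing the values were not set before the data were examined.

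The paper's value for Plin2 is about 0.46 in Fig. 2C, read by eye, and the value here was 0.59. Of the alternatives set before the data were examined, splitting thinned cells by Cd44 UMIs gave 0.44 and closed the gap; the others did not. For Lpl, the paper's value is about 0.11 in Fig. 2C, read by eye, against 0.044 here. A resolution of 0.5 gave 0.15 and closed the gap, the other alternatives set before the data were examined did not, and splitting UMIs with the resolution raised, chosen after seeing the values, gave 0.08. For Insig1, the paper's value is about -0.34 in Fig. 2C, read by eye, against -0.49 here. With no covariates regressed out it was -0.36, which closed the gap, and the other alternatives set before the data were examined did not.

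The paper's stemness difference is about 0.15 in Fig. 2D, read by eye, and the value here was -0.0482. With no covariates regressed out it was 0.119, which closed the gap, and the other alternatives set before the data were examined did not. Without integration at the raised resolution, chosen after seeing the values, it was 0.163. The paper's adipogenic difference is about -0.15 in Fig. 2D, read by eye, against -0.0408 here. With no covariates regressed out it was -0.169 and with thinned cells split by Cd44 UMIs -0.126, which closed the gap, and the other alternatives set before the data were examined did not. Of the alternatives chosen after seeing the values, removing the highest Scrublet scores gave -0.135. Splitting UMIs with the resolution raised gave -0.00466, and merging without integration at the raised resolution gave -0.228.

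The paper states a higher stemness score for CD44high. Here the mean difference was -0.0656. It was above 0 at a resolution of 0.5 (0.0127), with under 10% mitochondrial UMIs (0.0766), with tested genes kept among the variable genes (0.0864), with no covariates regressed out (0.137), with thinned cells split by Cd44 UMIs (0.0302) and, chosen after seeing the values, without integration at the raised resolution (0.171). The paper places CD44high before CD44low in pseudotime. Here the mean difference was 0.00649, without a resolved order. CD44high came first at a resolution of 0.5 (-0.0120), with under 10% mitochondrial UMIs (-0.0263), with tested genes kept (-0.0362), with no covariates regressed out (-0.0497), with the root farthest from the PreA-like cells (-0.00626) and, chosen after seeing the values, with the highest Scrublet scores removed (-0.00910) and without integration at the raised resolution (-0.0598). It came later in each mouse without integration (0.309), with UMIs split (0.107) and, chosen after seeing the values, with UMIs split at the raised resolution (0.0193).

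Of the 7 genes of Fig. 2C, 6 went in the paper's direction in the sums per mouse. Lpl, drawn higher in CD44low, was higher in CD44high by a log2 fold change of 0.15, while on Seurat's scale it was higher in CD44low in each mouse, as drawn, with the mean of 0.044 given above. The mean of its log-normalized values was higher in CD44high in 2 of 3 mice. It was called lower in CD44high with no covariates regressed out (-0.21) and with thinned cells split by Cd44 UMIs (-0.15), and it was below 0 without a call with under 10% mitochondrial UMIs (-0.07), with tested genes kept (-0.09), with library size only (-0.05) and, chosen after seeing the values, without integration at the raised resolution (-0.27). The paper states that PPAR signaling is enriched in CD44low. The list of 42 PPAR target genes used here did not differ as a set (median -0.05, fry in limma, adjusted p = 0.308 over 7 lists). It was lower in CD44high with library size only (-0.25, fry in limma, adjusted p = 0.0442 over 7 lists), a scaling that puts the median of all genes at -0.20, and, chosen after seeing the values, without integration at the raised resolution (-0.24, past the threshold before adjustment over lists). In camera with its preset correlation, before adjustment over lists, it was also lower with thinned cells split by Cd44 UMIs (-0.14, 0 genes higher and 7 lower) and with no covariates regressed out (-0.19, 6 higher and 12 lower), and higher with each mouse on its own (0.16). Neither fry nor camera with an estimated correlation called these.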

Other observations

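The comparison of the ASC-like clusters, the test of doublets for the scores and the lists of sterol synthesis and adipocyte genes were chosen after the results were seen.

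The difference in Noct, Ptx3, Mt2, Txnip and G0s2 between CD44high and CD44low was tested against technical explanations. After thinning to equal depth, the smallest log2 change of the 5 genes in the paper's direction was 1.42, which argues against depth per cell. The smallest in any mouse was 0.76 (0.756), which argues against one library. With the highest Scrublet scores removed it was 1.50, which argues against doublets. A response to tissue dissociation may contribute. The dissociation list had a median of -0.17 (-0.174), but 6 of its genes were higher and 10 lower. The 5 of them not used for clustering had a median of 0.10, with 2 higher and 0 lower, and of -0.10 with library size only. The score of the list differed by -0.265, -0.330 and -0.420 in replicates 1, 2 and 3. Because its members go both ways, the response cannot be told apart from another source of the difference. Thinning left the score differences at -0.0581 for stemness and -0.0499 for the adipogenic score, which argues against depth per cell for these. With the cells of the highest Scrublet scores left out of the same clusters, the adipogenic difference was -0.0502, which argues against doublets for this score. The stemness difference was then -0.0313, below 0 in each mouse but smaller than the -0.0656 of all cells, and CD44low held more of the cells left out, so doublets may contribute to it.

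A hypothesis was that the difference between CD44high and CD44low is shared with ASC-like cells. The 2 largest ASC-like clusters were compared, 6180 cells with more Cd44 and 6663 with less, although Cd44 itself did not pass the threshold between them (log2 fold change 0.68, adjusted p = 0.0825, edgeR). All 5 genes went the same way as in PreA-like cells, the smallest by 1.03. Across 10526 genes, which are not independent replicates, the log2 fold changes of the comparisons had a Pearson's r of 0.723 and a Spearman's rho of 0.70. Of 1634 genes changed in both, 1608 (98.4%) went the same direction. The values are consistent with a state that is not limited to PreA-like cells, which remains a hypothesis, and no biological source of it was tested.

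Ptx3 was higher in CD44high than in every other cluster in each mouse, by log2 ratios of 0.67, 0.45 and 0.27. Noct was higher than in every cluster but the third PreA-like one, by 0.65, 0.74 and 1.24.

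Lists were compared between CD44high and CD44low with fry, adjusted over 7 lists. Glucocorticoid-response genes had a median of 0.54 (fry in limma, adjusted p = 0.0840), with 7 genes higher and 1 lower, and of 0.34 with library size only (fry in limma, adjusted p = 0.0518). Circadian genes had a median near 0 with genes going both ways (fry in limma, adjusted p = 0.903), and -0.20 with library size only (fry in limma, adjusted p = 0.0623). The dissociation list gave an adjusted p = 0.113 from fry in limma, and its median was -0.37 with library size only (fry in limma, adjusted p = 0.0442), a scaling that puts the median of all genes at -0.20. Of the 13 adipocyte genes, 5 could be tested, with a median of 0.11 (fry in limma, adjusted p = 0.308), and -0.08 with library size only. In the third PreA-like cluster against CD44low, these 5 had a median of 1.96 (fry in limma, adjusted p = 0.0667). The lists are not independent: 11 of the 42 PPAR target genes and 10 of the 13 adipocyte genes are in another list, and each other list shares 1 gene. Among the markers and Fig. 2C genes of the paper are 7 PPAR target genes and 1 each of the glucocorticoid, sterol and adipocyte genes.

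With each mouse clustered on its own, a cluster matching CD44high was found in replicate 2 at each resolution run, 0.2 and the steps from 0.35 to 1, with 86.4% of its cells in CD44high at 0.35. Of these resolutions, such a cluster appeared in replicate 1 only at 0.85 and 0.9, with 78.3% at both, and in replicate 3 at 0.65 with 70.8% and from 0.9 on with at least 90.2%.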
